# Antisense ribosomal siRNAs inhibit RNA polymerase I-directed transcription in *C. elegans*

**DOI:** 10.1093/nar/gkab662

**Published:** 2021-08-07

**Authors:** Shimiao Liao, Xiangyang Chen, Ting Xu, Qile Jin, Zongxiu Xu, Demin Xu, Xufei Zhou, Chengming Zhu, Shouhong Guang, Xuezhu Feng

## Abstract

Eukaryotic cells express a wide variety of endogenous small regulatory RNAs that function in the nucleus. We previously found that erroneous rRNAs induce the generation of antisense ribosomal siRNAs (risiRNAs) which silence the expression of rRNAs via the nuclear RNAi defective (Nrde) pathway. To further understand the biological roles and mechanisms of this class of small regulatory RNAs, we conducted forward genetic screening to identify factors involved in risiRNA generation in *Caenorhabditis elegans*. We found that risiRNAs accumulated in the RNA exosome mutants. risiRNAs directed the association of NRDE proteins with pre-rRNAs and the silencing of pre-rRNAs. In the presence of risiRNAs, NRDE-2 accumulated in the nucleolus and colocalized with RNA polymerase I. risiRNAs inhibited the transcription elongation of RNA polymerase I by decreasing RNAP I occupancy downstream of the RNAi-targeted site. Meanwhile, exosomes mislocalized from the nucleolus to nucleoplasm in suppressor of siRNA *(susi)* mutants, in which erroneous rRNAs accumulated. These results established a novel model of rRNA surveillance by combining ribonuclease-mediated RNA degradation with small RNA-directed nucleolar RNAi system.

## INTRODUCTION

In eukaryotic cells, ribosomal RNAs (rRNAs) are transcribed by RNA polymerase I into a single 47S polycistronic precursor in the nucleolus, which are then processed and matured into 18S, 5.8S and 28S rRNAs; 5S rRNA is independently transcribed by RNA polymerase III in the nucleus. The processing of ribosomal RNAs is extraordinarily complicated, in which defects of any steps could induce the accumulation of erroneous rRNAs (1,2). Immature rRNA intermediates or erroneous rRNAs are degraded by multiple surveillance machineries. In the nucleus, the RNA exosome has a central role in monitoring nearly every type of transcripts produced by RNA polymerase I, II and III (RNAP I, II and III) (3). The eukaryotic nuclear RNA exosome is a 3′ to 5′ exoribonuclease complex, consisting of a 9-protein catalytically inactive core complex (EXO-9) and two catalytic subunits, RRP6 (also known as EXOSC10) and Dis3 (also known as Rrp44 or EXOSC11) (4). Erroneous rRNAs are degraded from 3′ to 5′ by the RNA exosome complex. In the cytoplasm, erroneous rRNAs can be polyuridylated and degraded from 3′ to 5′ by the cytoplasmic exoribonuclease DISL-2 (also known as SUSI-1 in *Caenorhabditis elegans*) (5,6).

rRNA-derived small RNAs have been identified in a number of organisms. In *Schizosaccharomyces pombe*, defects in TRAMP-mediated RNA surveillance system elicit the biogenesis of rRNA-siRNAs (rr-siRNAs) and reduce the levels of centromeric siRNAs (7). In *Arabidopsis*, 24- or 21-nt rDNA-derived siRNAs have been identified and the latter siRNAs are accumulated upon viral infection or the depletion of the 5′ to 3′ RNA degradation machineries (8–12). In *Neurospora crassa*, 20- to 21-nt qiRNAs are produced from aberrant rRNAs in an RNA-dependent RNA polymerase (RdRP)-dependent manner, and function in DNA damage repair (13). In *C. elegans*, 22G antisense ribosomal siRNAs (risiRNAs) are generated upon environmental stresses or improper pre-rRNA processing (5,14,15).

Small regulatory RNAs direct sequence-specific regulation of gene expression via the mechanism termed RNA interference (RNAi). Small RNAs guide the Argonaute-containing protein complex to complementary nucleic acids and modulate gene expression by a number of mechanisms, including but not limiting to RNA degradation, translation inhibition, inducing heterochromatin formation, and inhibiting transcription elongation (16,17). In *C. elegans*, siRNAs silence nuclear-localized RNAs co-transcriptionally via the Nrde pathway. The NRDE complex transports 22G siRNAs from the cytoplasm to the nucleus, inhibits RNA polymerase II during the elongation phase of transcription and induces histone H3 lysine 9 (H3K9) and histone H3 lysine 27 (H3K27) trimethylation (18–20). Similarly, the nuclear Argonaute protein NRDE-3 binds risiRNAs and translocates from the cytoplasm to the nucleolus, in which the risiRNA/NRDE complex associates with pre-rRNAs and reduces the level of pre-rRNAs (5,14,21). However, the detailed mechanism of risiRNA-mediated pre-rRNA silencing is poorly understood.

To further understand the biological roles and mechanisms of risiRNAs, in this study, we isolated a series of exosome mutants in which risiRNAs were accumulated by forward and reverse genetic screens and CRISPR–Cas9–mediated gene knockout technology. We found that the nucleolar localization of exosome was important for risiRNA suppression. Meanwhile, we developed a RNAP I transcription activity assay and demonstrated that risiRNAs guided the NRDE complex to nucleoli, the association of NRDE proteins with pre-rRNAs and the inhibition of RNAP I transcription. Interestingly, we failed to detect significant change of H3K9 and H3K27 trimethylation at rDNA locus in the presence of risiRNAs. Therefore, we concluded that cells combine ribonuclease-mediated RNA degradation with small RNA-directed nucleolar RNAi system to maintain rRNA homeostasis in *C. elegans*.

## MATERIALS AND METHODS

### Strains

Bristol strain N2 was used as the standard wild-type strain. All strains were grown at 20°C unless specified. The strains used in this study are listed in Supplementary Table S2.

### Genetic screening

Genetic screening experiment was conducted as previously described (5). Briefly, to identify the factors which negatively regulate endo-siRNA generation, we searched for mutants that redistributed NRDE-3 from the cytoplasm to the nucleus in *eri-1(mg366);gfp::nrde-3* animals. NRDE-3 transports siRNAs from the cytoplasm to the nucleus. NRDE-3 localizes to the nucleus when it binds to siRNAs but accumulates in the cytoplasm in the absence of siRNA ligands, for example, in the *eri-1* mutant (20). The production of risiRNAs in *susi* mutants triggers the accumulation of NRDE-3 in the nucleus and nucleoli. *eri-1(mg366);gfp::nrde-3* animals were mutagenized by ethyl methanesulfonate (EMS), followed by a clonal screening. The F2 progeny worms were visualized under fluorescence microscope at the L3/L4 stage. Mutants that redistributed NRDE-3 to the nuclei of seam cells were selected. *susi-5* was identified by snp-SNP mapping followed by the re-sequencing of the mutant genome.

### Construction of plasmids and transgenic strains

For in situ transgene *3xflag::gfp::rpoa-2*, the 3xFLAG::GFP coding region was PCR amplified from YY174 genomic DNA with the primers 5′-ATGGACTACAAAGACCATGACGG-3′ and 5′- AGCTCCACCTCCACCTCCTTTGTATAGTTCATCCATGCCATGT-3′. A 1.5kb homologous left arm was PCR amplified with the primers 5′-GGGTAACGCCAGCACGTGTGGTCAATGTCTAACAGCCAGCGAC-3′ and 5′- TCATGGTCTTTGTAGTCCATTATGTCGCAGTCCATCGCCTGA-3′. A 1.5kb homologous right arm was PCR amplified with the primers 5′-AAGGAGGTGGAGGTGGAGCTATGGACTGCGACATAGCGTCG-3′ and 5′- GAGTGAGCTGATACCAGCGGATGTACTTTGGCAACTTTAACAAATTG-3′. And the backbone was PCR amplified from the plasmid pCFJ151 with the primers 5′-CACACGTGCTGGCGTTACCC-3′ and 5′-CCGCTGGTATCAGCTCACTCAA-3′. All these fragments were joined together by Gibson assembly to form the *3xflag::gfp::rpoa-2* plasmid with the ClonExpress MultiS One Step Cloning Kit (Vazyme Biotech, Nanjing, China, Cat. No. C113-01/02). This plasmid was co-injected into N2 animals with three sgRNA expression vectors, rpoa-2_sgRNA#1, rpoa-2_sgRNA#2, rpoa-2_sgRNA#3, 5 ng/μl pCFJ90 and Cas9 II expressing plasmid. Primer pairs for constructing sgRNA expression vectors are shown in Supplementary Table S3.

For in-situ transgene *mCherry::rpoa-2*, the mCherry fragment was amplified with the primers 5′-ATGGTCTCAAAGGGTGAAGAAG-3′ and 5′-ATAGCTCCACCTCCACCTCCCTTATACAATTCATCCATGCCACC-3′ and the vector plasmid was amplified with the primers 5′-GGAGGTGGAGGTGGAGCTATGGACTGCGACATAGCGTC-3′ from the *gfp::rpoa-2* plasmid. The two fragments were joined together by Gibson assembly to form the *mCherry::rpoa-2* repair plasmid. CRISPR plasmid mixture containing 30ng/μl rpoa-2_sgRNA#1, 30ng/μl rpoa-2_sgRNA#2, 30ng/μl rpoa-2_sgRNA#3, 50 ng/μl Cas9 II expressing plasmid and 5 ng/μl pCFJ90 was co-injected into N2 animals.

For in-situ transgene *3xflag::gfp::nrde-2*, the *3xflag* fragment was amplified with the primers 5′-ATGGACTACAAAGACCATGAC-3′ and 5′- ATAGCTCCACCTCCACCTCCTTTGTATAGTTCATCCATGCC-3′ from YY174 genomic DNA. A 1.5kb homologous left arm was PCR amplified with the primers 5′-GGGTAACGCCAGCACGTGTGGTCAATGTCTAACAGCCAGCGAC-3′ and 5′-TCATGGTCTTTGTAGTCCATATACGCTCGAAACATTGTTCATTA-3′. A 1.5kb homologous right arm was PCR amplified with the primers 5′-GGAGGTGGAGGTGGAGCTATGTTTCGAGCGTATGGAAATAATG-3′ and 5′-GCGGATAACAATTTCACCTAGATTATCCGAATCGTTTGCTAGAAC-3′. The backbone was PCR amplified with the primers 5′-TAGGTGAAATTGTTATCCGCTGG-3′ and 5′-TATTTCACACCGCATATGGTGC-3′from pCFJ151. All these fragments were joined together by Gibson assembly to form the 3xflag::gfp::nrde-2 plasmid. This plasmid was co-injected into N2 animals with two sgRNA expression vectors, nrde-2_sgRNA#1, nrde-2_sgRNA#2 and Cas9 II expressing plasmid. Primer pairs for constructing sgRNA expression vectors are shown in Supplementary Table S3.

For the constructing of *mcherry::dis-3*, a 2 kb promoter region was amplified with the primers 5′- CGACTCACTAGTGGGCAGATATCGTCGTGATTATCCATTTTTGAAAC-3′ and 5′- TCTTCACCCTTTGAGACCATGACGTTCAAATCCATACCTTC′. The *dis-3* CDs region and 3′ UTR region were amplified as a whole fragment with the primers 5′-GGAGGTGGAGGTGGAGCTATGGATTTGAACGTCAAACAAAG-3′ and 5′- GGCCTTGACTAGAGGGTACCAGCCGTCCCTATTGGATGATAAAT-3′. The *mCherry* coding sequence was amplified from PFCJ90 with 5′-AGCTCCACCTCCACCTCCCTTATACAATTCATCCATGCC-3′ and 5′-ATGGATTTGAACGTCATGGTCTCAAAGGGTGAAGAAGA-3′. The linearized backbone was amplified from PCFJ151 with primers 5′-ATCTGCCCACTAGTGAGTCG-3′ and 5′-GGTACCCTCTAGTCAAGGCC-3′. The transgene was integrated onto the *C. elegans*' chromosome III of the strain EG8080 by MosSCI technology (22).

For *3xflag::gfp::exos-1*, a 2 kb promoter region was amplified with the primers 5′- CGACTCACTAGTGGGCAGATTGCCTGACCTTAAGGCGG-3′ and 5′-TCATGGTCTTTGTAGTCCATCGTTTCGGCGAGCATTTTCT-3′. The *exos-1* CDs region and 3′ UTR region was amplified as a whole fragment with the primers 5′-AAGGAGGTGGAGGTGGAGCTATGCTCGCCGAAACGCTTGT-3′ and 5′- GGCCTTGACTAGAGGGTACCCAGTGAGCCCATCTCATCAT-3′. The *3xflag::gfp* coding sequence was amplified from YY174 genomic DNA with 5′-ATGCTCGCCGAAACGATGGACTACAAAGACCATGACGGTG-3′ and 5′-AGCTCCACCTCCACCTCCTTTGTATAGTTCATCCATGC-3′. The linearized backbone was amplified from pCFJ151 with primers 5′-ATCTGCCCACTAGTGAGTCG-3′ and 5′-GGTACCCTCTAGTCAAGGCC-3′. The transgene was integrated onto the *C. elegans*' chromosome II of the strain EG4322 by MosSCI technology.

For *3xflag::gfp::exos-2*, a 2kb promoter region was amplified with the primers 5′- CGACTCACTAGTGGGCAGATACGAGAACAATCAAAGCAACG-3′ and 5′- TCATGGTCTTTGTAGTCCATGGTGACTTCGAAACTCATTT-3′. The *exos-2* CDS region and 3′ UTR region were amplified as a whole fragment with the primers 5′- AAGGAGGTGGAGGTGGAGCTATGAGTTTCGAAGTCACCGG-3′ and 5′- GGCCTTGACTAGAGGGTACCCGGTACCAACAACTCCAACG-3′. The *3xflag::gfp* coding sequence was amplified from YY174 genomic DNA with 5′-ATGGACTACAAAGACCATGACG-3′ and 5′-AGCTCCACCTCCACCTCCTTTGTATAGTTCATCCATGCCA-3′. The linearized backbone was amplified from pCFJ151 with primers 5′-ATCTGCCCACTAGTGAGTCG-3′ and 5′-GGTACCCTCTAGTCAAGGCC-3′. The transgene was integrated onto the *C. elegans*' chromosome II of the strain EG4322 by MosSCI technology.

*exos-10* locates in the operon CEOP2496. For the constructing of *3xflag::gfp::exos-10*, a 2.1 kb promoter region was PCR amplified with the primers 5′-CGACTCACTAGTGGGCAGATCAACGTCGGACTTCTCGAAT-3′ and 5′-CATATCTTGATAATCGTCCTCAT-3′ from N2 genomic DNA. A transpliced sequence was amplified with the primers 5′- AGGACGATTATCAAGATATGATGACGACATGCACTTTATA-3′ and 5′-TTCTTCTCCTGACATTCTGTAAAT-3′. The 3xFLAG::GFP coding region was PCR amplified from YY174 genomic DNA with the primers 5′-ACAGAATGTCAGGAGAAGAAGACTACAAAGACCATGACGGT-3′ and 5′-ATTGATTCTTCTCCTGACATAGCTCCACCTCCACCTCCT-3′. The EXOS-10 coding region and 3′ UTR region were PCR amplified with the primers 5′-ATGTCAGGAGAAGAATCAATGC-3′ and 5′-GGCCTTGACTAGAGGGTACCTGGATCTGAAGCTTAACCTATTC-3′. The pCFJ151 vector fragment was PCR amplified with the primers 5′-GGTACCCTCTAGTCAAGGCC-3′ and 5′-ATCTGCCCACTAGTGAGTCG-3′ from the pCFJ151 plasmid. These five fragments were joined together by Gibson assembly to form the *gfp::exos-10* repair plasmid. The transgene was integrated onto the *C. elegans*' chromosome II by MosSCI technology.

For *rrp-8::mCherry*, the promoter region was PCR amplified with the primers 5′- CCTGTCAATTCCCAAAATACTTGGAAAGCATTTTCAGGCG-3′ and 5′- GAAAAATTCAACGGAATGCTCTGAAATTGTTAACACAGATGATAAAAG-3′ and the coding region was PCR amplified with the primers 5′-AGCATTCCGTTGAATTTTTCGCTG-3′ and 5′-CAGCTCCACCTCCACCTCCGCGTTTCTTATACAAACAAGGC-3′ from N2 genomic DNA respectively. The mCherry fragment was PCR amplified with the primers 5′-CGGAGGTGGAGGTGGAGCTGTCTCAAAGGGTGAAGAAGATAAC-3′ and 5′- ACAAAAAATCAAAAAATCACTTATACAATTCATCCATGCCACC-3′ from the plasmid pCFJ90. The primers 5′-TGATTTTTTGATTTTTTGTTGATTT-3′ and 5′-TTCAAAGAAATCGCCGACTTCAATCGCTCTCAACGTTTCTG-3′ were used to generate the 3′ UTR region of *rrp-8*. The vector fragment was PCR amplified with the primers 5′- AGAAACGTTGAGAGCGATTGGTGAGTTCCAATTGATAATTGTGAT-3′ and 5′-GTATTTTGGGAATTGACAGGG-3′ from plasmid pSG274. These five fragments were joined together by Gibson assembly to form the *rrp-8::mCherry* repair plasmid. The transgene was integrated onto the *C. elegans*' chromosome I via a modified counterselection (cs)-CRISPR method (23).

For *rbd-1::mCherry*, the DNA region containing the promoter and CDS sequence was PCR amplified with the primers 5′-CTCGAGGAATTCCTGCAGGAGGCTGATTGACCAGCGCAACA-3′ and 5′- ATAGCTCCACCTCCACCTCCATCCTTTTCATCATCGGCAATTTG-3′ from N2 genomic DNA. The mCherry fragment was PCR amplified with the primers 5′-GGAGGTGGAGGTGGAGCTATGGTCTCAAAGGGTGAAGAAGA-3′ and 5′- CTTATACAATTCATCCATGCCA-3′ from the plasmid pCFJ90. The primers 5′-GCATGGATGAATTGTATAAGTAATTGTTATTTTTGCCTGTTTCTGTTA-3′ and 5′- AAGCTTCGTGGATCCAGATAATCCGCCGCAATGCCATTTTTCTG-3′ were used to generate the 3′ UTR region of *rbd-1*. The vector fragment was PCR amplified with the primers 5′-TATCTGGATCCACGAAGCTT-3′ and 5′-TCCTGCAGGAATTCCTCGAG-3′ from plasmid pSG274. These four fragments were joined together by Gibson assembly to form the *rbd-1::mCherry* repair plasmid. The transgene was integrated onto the *C. elegans*' chromosome I via a modified counterselection (cs)-CRISPR method (23).

The sgRNAs used in this study for transgene construction are listed in Supplementary Table S3.

### CRISPR/Cas9-mediated gene deletion

Multiple sgRNAs-guided chromosome deletion was conducted as previously described (24). To construct sgRNA expression plasmids, the 20 bp *unc-119* sgRNA guide sequence in the pU6::*unc-119* sgRNA(F + E) vector was replaced with different sgRNA guide sequences as described previously. Addgene plasmid #47549 was used to express Cas9 II protein. Plasmid mixtures containing 30 ng/μl of each of the three sgRNA expression vectors, 50 ng/μl Cas9 II expressing plasmid, and 5 ng/μl pCFJ90 were co-injected into YY178: *eri-1(mg366);3xflag::gfp::nrde-3(ggIS1)* animals. The deletion mutants were screened by PCR amplification and confirmed by sequencing. The sgRNAs used in this study are listed in Supplementary Table S3.

### RNAi

RNAi experiments were conducted as previously described (25). All the RNAi experiments were started by placing the synchronized embryos on the seeded RNAi plates. Worms grew up to expected stage on RNAi plates and were collected. HT115 bacteria expressing the empty vector L4440 (a gift from A. Fire) was used as controls. Bacterial clones expressing dsRNA were obtained from the Ahringer RNAi library and were sequenced to verify their identity. The 18S RNAi #1 clone with dsRNA targeting the 18S rRNA was PCR amplified with the primer pairs 5′- CGCAATTTGCGTCAACTGTGG-3′ and 5′-TCTTCTCGAATCAGTTCAGTCC-3′ from N2 genomic DNA. The L4440 vector fragment was amplified with the primer 5′-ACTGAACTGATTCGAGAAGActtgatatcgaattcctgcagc-3′ and 5′-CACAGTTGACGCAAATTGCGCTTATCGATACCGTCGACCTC-3′. These two fragments were joined together to generate the dsRNA expression plasmid targeting 18S rRNA. The 18S RNAi #2 clone with dsRNA targeting the 18S rRNA was PCR amplified with the primer pairs 5′-TCTATCCGGAAAGGGTGTCTGC-3′ and 5′- CACTCCACCAACTAAGAACGGC-3′ from N2 genomic DNA. The L4440 vector fragment was amplified with the primer 5′- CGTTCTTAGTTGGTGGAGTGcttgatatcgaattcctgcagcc-3′ and 5′-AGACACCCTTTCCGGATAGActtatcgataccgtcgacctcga-3′. These two fragments were joined together to generate the dsRNA expression plasmid targeting 18S rRNA.

### Chromatin immunoprecipitation (ChIP)

All the RNAi experiments were started by placing the bleached embryos on the seeded RNAi plates. Worms grew up to gravid adult stage on RNAi plates were collected and bleached to harvest embryos for the RNA immunoprecipitation (RIP) assay and the histone ChIP assay. For the RPOA-2 ChIP assay, young adults were collected. 25 μl worms were used in each replicate and at least 3 biological replicates were performed for each experiment.

ChIP experiments of H3K9me3 or H3K27me3 were performed as previously described with hypochlorite-isolated embryos (19). Briefly, after crosslinking, samples were sonicated 23 cycles (each cycle: 30 s on and 30 s off) with a Bioruptor UCD-200 (Diagenode). Lysates were precleared with agarose beads (BBI no. C600957-0005) and then immunoprecipitated with 2 μl anti-trimethylated H3K9 antibody (Millipore no. 07-523) or 2 μl anti-trimethylated H3K27 antibody (Millipore no. 07-449). ChIP signals were normalized to levels of *eft-3* and the data were expressed as ratios of indicated animals exposed to ± dsRNA.

For Pol I transcription, ChIP experiments were performed with young adults. After cross-linking, samples were resuspended in FA buffer (50 mM Tris/HCl at pH 7.5, 1 mM EDTA, 1% Triton X-100, 0.1% sodium deoxycholate, 150 mM NaCl) containing proteinase inhibitor tablet (Roche, 04693116001) and sonicated for 23 cycles at medium output (each cycle: 30 seconds on and 30 seconds off) with a Bioruptor 200. Lysates were precleared and then immunoprecipitated with 1.5 μl of anti-GFP antibody (Abcam, ab290) for GFP::RPOA-2 overnight at 4°C. Antibody-bound complexes were recovered with Dynabeads Protein A. DNA was treated with RNase (Roche) and Proteinase K (New England Biolabs).

Quantitative real-time PCR (qPCR) was performed using an MyIQ2 machine (Bio-Rad) with SYBR Green Master Mix (Vazyme, Q111-02). The primers used in this work are listed in Supplementary Table S4.

### Deep sequencing of small RNAs and bioinformatic analysis

Deep sequencing of small RNAs and bioinformatic analysis were conducted as previously described (14). Briefly, total RNAs were isolated from L3 stage worm using a dounce homogenizer (pestle B) in TRIzol solution (Invitrogen) followed by DNase I digestion (Fermentas, no. 18068015). 3xFLAG::GFP::NRDE-3-associated siRNAs were isolated from L3 stage worm lysates as described previously (5,20). The lysate was pre-cleared with protein G-agarose beads (Roche) and incubated with anti-FLAG M2 agarose beads (Sigma #A2220). The beads were washed extensively and were eluted with 100 μg/ml 3xFLAG peptide (Sigma #F4799). The eluates were incubated with TRIzol reagent followed by isopropanol precipitation and DNase I digestion (Fermentas). To facilitate 5′-phosphate-independent deep sequencing, the precipitated RNAs were treated with calf intestinal alkaline phosphatase (CIAP, Invitrogen), re-extracted with TRIzol, and treated with T4 polynucleotide kinase (T4 PNK, New England Biolabs) in the presence of 1 mM ATP.

Small RNAs were subjected to deep sequencing using an Illumina platform (Novogene Bioinformatics Technology Co., Ltd). Briefly, small RNAs ranging from 18 to 30 nt were gel-purified and ligated to a 3′ adaptor (5′-pUCGUAUGCCGUCUUCUGCUUGidT-3′; p, phosphate; idT, inverted deoxythymidine) and a 5′ adaptor (5′-GUUCAGAGUUCUACAGUCCGACGAUC-3′). The ligation products were gel-purified, reverse transcribed, and amplified using Illumina's sRNA primer set (5′-CAAGCAGAAGACGGCATACGA-3′; 5′-AATGATACGGCGACCACCGA-3′). The samples were then sequenced using an Illumina Hiseq platform.

The Illumina-generated raw reads were first filtered to remove adaptors, low quality tags and contaminants to obtain clean reads at Novogene. Clean reads ranging from 18 to 30 nt were mapped to the unmasked *C. elegans* genome and the transcriptome assembly WS243, respectively, using Bowtie2 (26) with default parameters. The number of reads targeting each transcript was counted using custom Perl scripts and displayed by IGV (27). The number of total reads mapped to the genome minus the number of total reads corresponding to sense rRNA transcripts (5S, 5.8S, 18S and 26S) and sense protein coding mRNA reads was used as the normalization number to exclude the possible degradation fragments of sense rRNAs and mRNAs.

### RNA immunoprecipitation (RIP) assay and rRNA quantification

3xFLAG::GFP::NRDE-2- and 3xFLAG::GFP::NRDE-3-associated pre-rRNAs were isolated from embryo lysates as described previously (5,20). 20 μl embryos were used in each replicate and 3 biological replicates were performed for each experiment. The lysate was pre-cleared with protein G-agarose beads (Roche) and incubated with anti-FLAG M2 Magnetic Beads (Sigma #M8823). The beads were washed extensively and were eluted with 100 μg/ml 3xFLAG peptide (Sigma #F4799). The eluates were incubated with TRIzol reagent followed by isopropanol precipitation and DNase I digestion (Fermentas).

RNA was reverse transcribed via GoScript™ Reverse Transcription System (Promega #A5001). Quantitative real-time PCR (qPCR) was performed using an MyIQ2 machine (Bio-Rad) with SYBR Green Master Mix (Vazyme, Q111-02). The primers used in this work are listed in Supplementary Table S5.

### Actinomycin D treatment

Actinomycin D (MedChemExpress no. HY-17559, CAS:50-76–0) was prepared to 20 mg/ml in DMSO as stock solution. The actinomycin D stock solution was diluted to 5 or 10 μg/ml with concentrated OP50. NGM plates were prepared and placed at room temperature overnight before use. Embryos were placed onto the seeded plates and grew to young adults before collection for ChIP.

### Quantitative real-time PCR

All quantitative real-time PCR (qPCR) experiments were performed using an MyIQ2 machine (Bio-Rad). DNA or cDNA was quantified with SYBR Green Master Mix (Vazyme, Q111-02) and the qPCR reactions were performed according to the vendor's instructions. RNA was first digested by DNase I (Fermentas), followed by isopropanol precipitation, and then reverse transcribed via GoScript™ Reverse Transcription System (Promega #A5001) with random primers. The primer sequences for ChIP-qPCR and cDNA detection are listed in Supplementary Tables S4 and S5. The numbers of replicates are indicated in the figure legends.

### Imaging

Images were collected using Leica DM4 microscopes. The nuclear translocation of GFP::NRDE-3 is scored as positive if at least one of the seam cells in an animal has a nuclear localized GFP::NRDE-3. *C. elegans* has sixteen seam cells at L4 larva. GFP::NRDE-3 accumulates in the nuclei in most of the seams cells in *susi* mutants. A positive cell usually displays a significantly brighter GFP::NRDE-3 in the nucleus than in the cytoplasm, which can be easily distinguished by fluorescent visualization. However, we did observe that GFP::NRDE-3 accumulates in the cytoplasm in a number of seam cells in the mutant animals, because of some unknown stochastic reasons.

Images show seam cells of the indicated L2 or L4 stage animals expressing GFP::NRDE-3.

### Brood size

Progenies that reach L4 or young adult stages were counted.

### Statistics

Bar graphs with error bars are presented with mean and standard deviation. All of the experiments were conducted with independent *C. elegans* animals for the indicated N times. Statistical analysis was performed with two-tailed Student's *t*-test.

## RESULTS

### Genetic screening identified risiRNAs that accumulated in the *susi-5(ceDis3)* mutant

The nuclear Argonaute protein NRDE-3 transports siRNAs from the cytoplasm to the nucleus and remains in the nucleus when it binds to siRNAs but resides in the cytoplasm in the absence of siRNA ligands, as observed in the wild-type and *eri-1(–)* animals respectively in *C. elegans* (20). The subcellular localization confers NRDE-3 a convenient tool to monitor the abundance of cellular siRNAs (20). We previously described a forward genetic screening to search for suppressor of siRNA (*susi)* genes based on altered subcellular localization of NRDE-3 in *C. elegans* (Figure 1A) (5,14). This screening identified a cytoplasmic localized exoribonuclease, SUSI-1(ceDis3L2), and a number of rRNA modifying and processing enzymes, including SUSI-2(ceRRP8) (Figure 1B). *susi-1* is the homologue of human DIS3-like exonuclease 2 (Dis3L2), therefore, the name *disl-2* is used hereafter*. susi-2* is the homologue of yeast RRP8, the name *rrp-8* is used hereafter. Here, we reported that this screening identified a mutant allele, *ust56*, in *susi-5(ceDis3)* gene (see below) that suppressed risiRNA production. In *eri-1(mg366);susi-5(ust56)* mutants, the Argonaute protein NRDE-3 accumulated in the nucleus of seam cells in *C. elegans* (Figure 1C).

**Figure 1.**
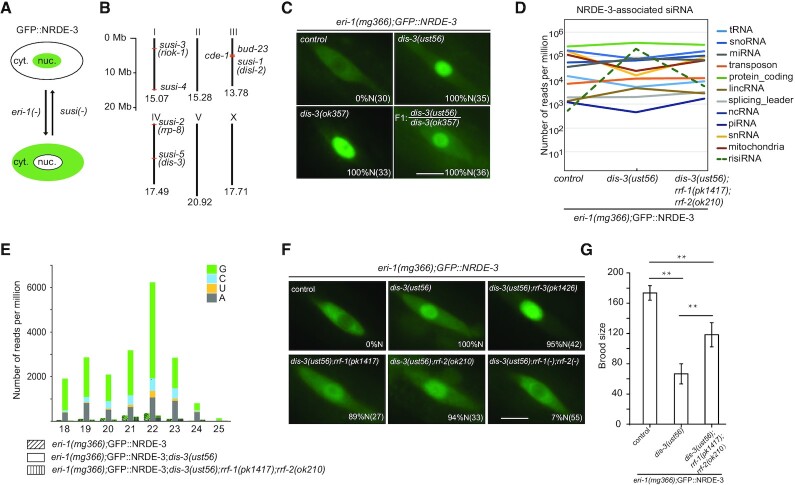
A genetic screening identified the accumulation of antisense ribosomal siRNAs (risiRNAs) in *dis-3* mutants. (**A**) The subcellular localization of NRDE-3 was used as an indicator to search for suppressors of endo-siRNA generation. cyt., cytoplasm; nuc., nucleus. (**B**) Summary of *susi* genes identified by forward genetic screening in *C. elegans* (5,14). Numbers indicate the size of each chromosome. (**C**) Images show seam cells of L4 stage animals expressing GFP::NRDE-3. Numbers indicate the percentage of animals with nucleus-enriched NRDE-3 in seam cells (% N). The number of scored animals is indicated in parentheses. Scale bars, 5 μm. (**D**) Results of the deep sequencing of NRDE-3-associated siRNAs from L3 stage animals. The green dashed lines indicate risiRNAs. The sense ribosomal reads and the sense protein-coding reads are discarded. (**E**) Size distribution and 5′-end nucleotide preference of NRDE-3-associated risiRNAs in L3 animals. (**F**) Images show seam cells of the respective L4 stage animals expressing GFP::NRDE-3, labeled as in (**C**). Scale bars, 5 μm. (**G**) Brood size of indicated animals grown at 20°C. Data are presented as the mean ± s.d.; *n* ≥ 15 animals; **P < 0.01.

To determine the molecular identity of *susi-5, w*e mapped *susi-5(ust56)* to the open reading frame C04G2.6 by SNP mapping followed by genome resequencing. C04G2.6 is predicted to encode a protein that is homologous to yeast DIS3 and human RRP44 and engages in pre-rRNA surveillance (28). C04G2.6 has a PIN domain, two cold shock domains (CSD), an RNB domain and S1 domain (Supplementary Figure S1A). While the CSDs and the S1 domains contribute to RNA binding, both the RNB and PIN domains are responsible for target RNA degradation (29). In the *ust56* allele, a conserved amino acid in the cold shock domain, Arg363, was mutated to cysteine (Supplementary Figure S1A). We acquired one additional allele, *dis-3(ok357)*, from the Caenorhabditis Genetics Center (CGC). NRDE-3 also accumulated in the nucleus of seam cells in the *eri-1(mg366);dis-3(ok357)* strain (Figure 1C). An ectopically expressed mCherry::DIS-3 transgene rescued the cytoplasmic localization of NRDE-3 in *eri-1(mg366);susi-5(ust56)* animals (Supplementary Figure S1B). Thus, we concluded that *susi-5* is *dis-3*, and the name *dis-3* is used hereafter. The *ok357* mutation deleted the PIN and two CSD domains and is a null allele (Supplementary Figure S1A). The *dis-3(ok357)* mutant is arrested at the larva stage and has no progeny (Supplementary Figure S1C). However, the *dis-3(ust56)* strain is fertile, and approximately 180 progenies are produced per hermaphrodite at 20°C, suggesting that the R363C mutation partially disrupts DIS-3 function. In addition, *dis-3(ust56)* is a temperature sensitive allele. At 25°C, the *dis-3(ust56)* mutant is sterile. In this study, we used *dis-3(ust56)* as the reference allele to study the biogenesis and function of risiRNAs.

The mutation of *susi* genes results in the production of risiRNAs and the accumulation of NRDE-3 in nuclei and nucleoli in an *eri-1*-independent manner (5,14). 

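Total small RNAs were sequenced from L3 animals of N2, dis-3(ust56), eri-1(mg366) and eri-1(mg366);dis-3(ust56), grown at 20°C. There was 1 library per condition, so the differences have no replicate check. The authors mapped clean reads to the genome and to the WS243 transcriptome with Bowtie2 and deposited the sense and antisense read counts of each transcript, without normalization. Over the 8 total small RNA libraries of mutants and controls, between 5094172 and 11556168 reads per library were counted on transcripts, with a median of 8309840. Antisense reads on the 5S, 5.8S, 18S and 26S rRNA genes were summed as risiRNAs and expressed in RPM, the reads per 1000000 of the normalization number. The paper's normalization number is the reads mapped to the genome minus sense rRNA and sense protein-coding reads, and the sum of the reads counted on transcripts stood in for the genome total. The risiRNA level was 3.38 RPM in N2 (95% Wilson interval 2.25 to 5.07, 23 reads) and 47.9 in dis-3(ust56) (42.9 to 53.4, 325 reads). The ratio of dis-3(ust56) to N2 was 14.2 (95% interval 9.27 to 22.7, p = 8.05e-70 by an exact conditional binomial test, two-sided). This test compares the reads of the libraries and not the conditions. Intervals cover counting error only, and they can be too narrow even for that, because reads amplified by PCR are not independent molecules. In the eri-1 background, the risiRNA level was 1.57 RPM in eri-1(mg366) (0.612 to 4.04, 4 reads) and 91.4 in eri-1(mg366);dis-3(ust56) (82.4 to 101.5, 354 reads). That ratio was 58.1 (22.5 to 214.5, p = 4.81e-71 by the exact test). Under the alternatives, the ratio of dis-3(ust56) to N2 ranged from 8.58 with sense miRNA reads as the denominator to 20.0 without 5S.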

We deep sequenced total small RNAs in control animals and the *dis-3(ust56)* mutants and observed an increase in risiRNAs as well (Supplementary Figure S2A). 

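NRDE-3-associated small RNAs were sequenced after immunoprecipitation of 3xFLAG::GFP::NRDE-3 from L3 animals in the eri-1(mg366) background, again with 1 library per condition. Across the 5 NRDE-3 libraries, between 7485478 and 11036220 reads were counted on transcripts, with a median of 9332986. Sense nrde-3 reads, which include those of the transgene, were between 5720 and 39176 per 1000000 sense protein-coding reads. Sense rRNA made up 60.7% of the reads in the control library and 86.9% in the dis-3(ust56) library. The normalization number was therefore 1414431 reads in the control and 145736 reads, or 1.95% of the total, in dis-3(ust56). The level of NRDE-3-associated risiRNAs was 3444 RPM in the control (3349 to 3542, 4872 reads) and 169924 in dis-3(ust56) (168004 to 171861, 24764 reads). The ratio of these libraries was 49.3 (47.8 to 50.9). It ranged from 6.48 with all mapped reads as the denominator to 412 with sense miRNA reads.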

To confirm that NRDE-3 associated with risiRNAs in *dis-3* mutants, we also immunoprecipitated NRDE-3 from *dis-3(ust56)* animals and deep sequenced NRDE-3-associated small RNAs. risiRNAs were enriched in *dis-3(ust56)* mutants compared to the level found in control strains (Figure 1D and Supplementary Figure S2B). risiRNAs belong to the 22G-RNA category in *C. elegans*. The majority of risiRNAs start with a guanosine at the 5′-end and are 22 nt in length (Figure 1E). The generation of risiRNAs required two RNA-dependent RNA polymerases, RRF-1 and RRF-2, which are essential for the production of 22G-RNAs (Supplementary Figure S2C). 

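The total small RNA library that also lacked rrf-1(pk1417) and rrf-2(ok210) was compared with the eri-1(mg366);dis-3(ust56) library. Sense rrf-1 reads fell from 51 to 13 and sense rrf-2 reads from 25 to 1. The risiRNA level was 7.79 RPM (5.42 to 11.2, 29 reads) without rrf-1 and rrf-2. It was 11.7-fold lower than with both genes intact (8.03 to 17.8, p = 1.46e-69 by the exact conditional binomial test). Under the alternatives, it was 11.6-fold to 14.6-fold lower.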

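In the NRDE-3 library of dis-3(ust56);rrf-1;rrf-2, sense rrf-1 reads were 4.95 per 1000000 sense protein-coding reads, against 81.3 in dis-3(ust56). Sense rrf-2 reads were 7.42 on the same scale, against 34.7. NRDE-3-associated risiRNAs were at 5284 RPM (5118 to 5455, 3747 reads), which was 32.2-fold lower than in dis-3(ust56) (31.1 to 33.3). The level stayed above that of the control library, but with all mapped reads as the denominator it was 340 RPM, below 510 in the control. The fold decrease was 9.74 under that denominator and 41.5 without 5S. The control and dis-3(ust56) libraries also differed from the other 3 NRDE-3 libraries in sense reads of 123 protein-coding genes by more than 4-fold. With 1 library on each side of this comparison, such a difference and the genotype cannot be told apart.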

In *rrf-1;rrf-2* double mutants, NRDE-3 bound substantially fewer risiRNAs (Figure 1E and Supplementary Figure S2B) and accumulated in the cytoplasm (Figure 1F). The presence of risiRNAs decreased the fertility of *C. elegans*. While the *dis-3(ust56)* mutation reduced the brood size of animals, the *rrf-1* and *rrf-2* mutations partially restored the strain fecundity (Figure 1G). Interestingly, *eri-1;dis-3(ust56)* double mutant has a more severe fertility defect compared to *dis-3(ust56)* alone (Figure 1G versus Supplementary Figure S1C). A possible reason is that *dis-3* is required for 18S, 5.8S and 26S rRNA processing and *eri-1* is required for 5.8S rRNA processing. In the double mutants, the quality and quantity of rRNAs are likely more severely compromised.

Therefore, we concluded that *dis-3* is a *susi* gene that suppressed risiRNA production.

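As a description of these libraries, the rRNA genes were set against 10000 random gene lists of the same size, matched on mean antisense level. Genes with at least 10 antisense reads in either library were used, with a pseudocount of 1 read. The log2 ratios were of antisense reads divided by the normalization number, and the percentile of the list's median was taken. In dis-3(ust56) against N2, the median of 3 rRNA genes was 4.18 and lay at percentile 100, while the median of all 7405 genes was -0.70. For eri-1(mg366);dis-3(ust56) against eri-1(mg366), the median of 3 rRNA genes was 4.44, also at percentile 100, with a median of all genes of -0.73. Loss of rrf-1 and rrf-2 placed the list at percentile 0.01 in total small RNA. In the NRDE-3 libraries, where 19 rRNA genes were listed and most were 5S genes, the list lay at percentile 7.43 in dis-3(ust56) against the control and at 100 after loss of rrf-1 and rrf-2, the opposite of the risiRNA ratios. A list of the 4 genes left without 5S, chosen after these values were seen, lay at percentiles 99.9 and 0. The 5S copies share their reads and are not independent, unlike the genes of a random list. Medians of all genes in these NRDE-3 comparisons were 1.204 and 0.30. The conclusion of the paper is that dis-3 is a susi gene, a suppressor of risiRNA production.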

### *exosome* acts in suppressing risiRNA generation

DIS-3 is a core factor of the RNA exosome, which is a 3′ to 5′ exoribonuclease complex containing a 9-protein catalytically inactive core complex (EXO-9) and two catalytic active subunits, EXOS-10 and DIS-3 (Figure 2A) (28). EXO-9 forms a double-layered barrel-like structure that comprises six ribonuclease (RNase) pleckstrin homology (PH)-like proteins (EXOS-4.1, EXOS-4.2, CRN-5, EXOS-7, EXOS-8 and EXOS-9) and three S1/K homology (KH) ‘cap’ proteins (EXOS-1, EXOS-2 and EXOS-3). All these factors are conserved from yeast to humans. Most of the exosome subunits are essential, and loss-of-function mutations in them led to larval development arrest or animal sterility at 20°C (Supplementary Figure S3A) (14). To determine whether other components of the exosome complex, in addition to DIS-3, are also involved in suppressing risiRNA production, we acquired the mutants of *exos-2(tm6653*), *exos-3(tm6844), exos-4.1(tm5568), exos-9(ok1635)* and *exos-10(ok2269)* from the National Bioresource Project and the CGC, and also generated *exos-1(ust57)*, *exos-5(ust61), exos-7(ust62)* and *exos-8(ust60)* by CRISPR/Cas9-mediated gene deletion (Supplementary Figure S3B-J). In all of the mutants, NRDE-3 accumulated in the nucleus in seam cells (Figure 2B). Since *exos-1(ust57)* and *exos-10(ok2269)* homozygous mutants can still generate a few progenies, we deep sequenced total small RNAs and NRDE-3-associated small RNAs in control animals and *eri-1(mg366);exos-1(ust57)* and *eri-1(mg366);exos-10(ok2269)* mutants at L3 stage and observed an increase in the levels of both total risiRNAs and NRDE-3-associated risiRNAs (Figure 2C and D). Thus, we concluded that the exosome complex is involved in the suppression of risiRNA production.

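For the exosome subunits EXOS-1 and EXOS-10, total small RNA libraries of exos-1(ust57), eri-1(mg366);exos-1(ust57) and eri-1(mg366);exos-10(ok2269) were compared with their controls. Sense exos-1 reads numbered 10 in N2 and 2 in exos-1(ust57). They numbered only 2 in eri-1(mg366) and 1 in eri-1(mg366);exos-1(ust57), too few to check the last label by this pair. The counts were 7 in eri-1(mg366);dis-3(ust56), 6 when rrf-1 and rrf-2 were also lost, and 9 in eri-1(mg366);exos-10(ok2269). Against these the single read goes the same way as the label, without settling it. The exos-1(ust57) library had 39.5 RPM of risiRNAs (35.0 to 44.5, 267 reads), 11.7 times the N2 level (7.62 to 18.7, p = 2.50e-54 by the exact conditional binomial test). In eri-1(mg366);exos-1(ust57) there were 43.1 RPM (38.3 to 48.5, 273 reads), a ratio to eri-1(mg366) of 27.4 (10.6 to 101.2, p = 2.81e-34 by the exact test). The largest ratio in total small RNA was that of eri-1(mg366);exos-10(ok2269) to eri-1(mg366), 137 (52.9 to 505, p = 2.32e-133 by the exact test), from 333 risiRNA reads or 215 RPM (193 to 239). With all mapped reads as the denominator this ratio was 66.8.

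**Figure D1:**
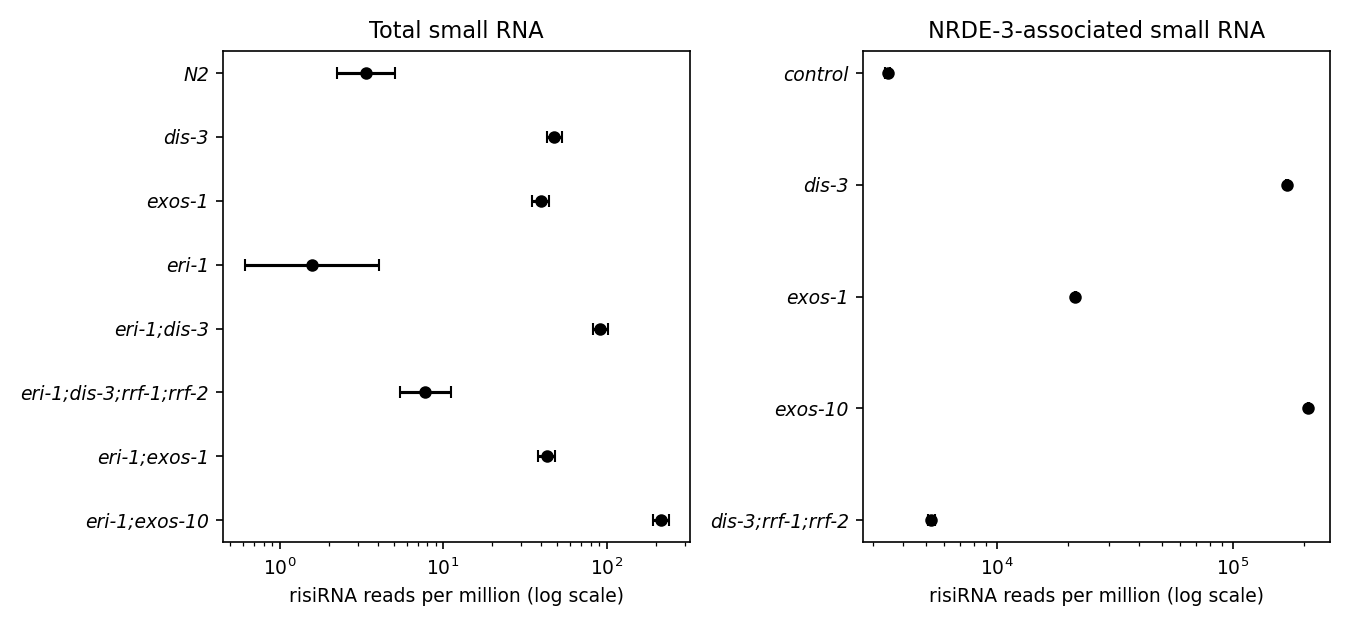
Levels of risiRNAs in RPM (log scale) in the 8 total small RNA libraries of mutants and controls and the 5 NRDE-3 libraries, 1 point per library. Bars are 95% Wilson intervals and cover counting error only; levels run from 1.57 in eri-1 to 215 in eri-1;exos-10 for total small RNA, and from 3444 in the control to 208971 in exos-10 for NRDE-3.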

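In the NRDE-3 library labelled exos-1(ust57), the exos-1 gene had 18.3 sense reads per 1000000 sense protein-coding reads, against 20.1 in the control, so the sense reads do not show the deletion in that library. The library had 21537 RPM of risiRNAs (21369 to 21707), and its ratio to the control was 6.25 (6.07 to 6.44). In exos-10(ok2269) there were 208971 RPM of risiRNAs (208507 to 209436), and the ratio was 60.7 (59.0 to 62.4). Antisense protein-coding reads as the denominator lowered these ratios to 1.65 and 17.5, and sense miRNA reads raised them to 63.3 and 804. The libraries of exos-1(ust57) and exos-10(ok2269) fall on the other side from the control of the difference in sense protein-coding reads between the 5 NRDE-3 libraries, and there is no control library on their side.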

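Against random gene lists matched on mean antisense level, the single rRNA gene with enough reads in exos-1(ust57) against N2 lay at percentile 93.6. Once genes with at least 1 antisense read were admitted, 96.8% of the random lists had the same median as the 18 rRNA genes and 0 lay below, so that setting does not place the list. The list lay at percentile 99.97 in eri-1(mg366);exos-1(ust57) and 99.93 in eri-1(mg366);exos-10(ok2269). For NRDE-3-associated small RNAs, the median log2 ratio of the 19 rRNA genes was 3.11 in the library labelled exos-1(ust57), at percentile 98.6. It was 5.77 in exos-10(ok2269), at percentile 100. Most of these genes are 5S copies that share their reads, whereas genes of a random list are drawn independently. These percentiles can therefore be too extreme. The medians of all genes were shifted as well, to 2.20 and 2.15. Without the 5S genes, a choice made after the values were seen, the percentiles were 46.0 and 97.7. The paper concludes that the exosome complex takes part in the suppression of risiRNA production. It draws on the nuclear NRDE-3 seen in mutants of these and other exosome subunits as well as on the increase of total and NRDE-3-associated risiRNAs.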

**Figure 2.**
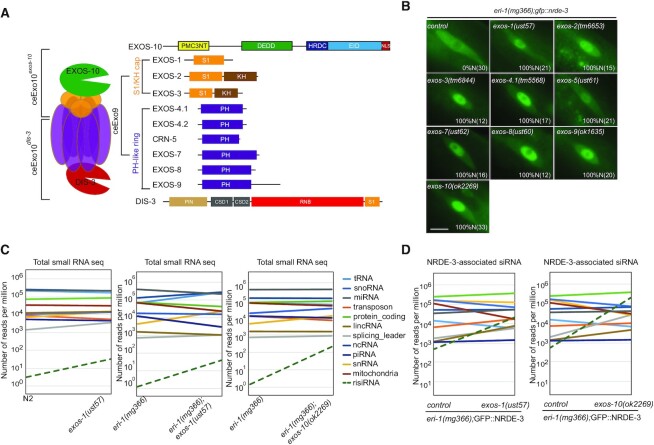
risiRNAs were enriched in exosome mutants. (**A**) Schematics of the exosome complex and the subunits in *C. elegans*. (**B**) Images show seam cells of the respective L2 stage animals expressing GFP::NRDE-3. Numbers indicate the percentage of animals with nucleus-enriched NRDE-3 in seam cells (% N). The number of scored animals is indicated in parentheses. Scale bars, 5 μm. Schematics of the alleles are shown in Supplementary Figure S3. (**C**) Results from the deep sequencing of total small RNAs from L3 animals. The green dashed lines indicate risiRNAs. (D) Results from the deep sequencing of NRDE-3-associated siRNAs from L3 animals.

Exosome plays essential roles in the processing and maturing of ribosomal RNAs by trimming pre-rRNA intermediates and eliminating rRNA by-products with the assistance of multiple cofactors. In yeast, when Rrp44(DIS-3) was impaired, the catalytically inactive exosome subunits and exosome cofactor Mtr4 interact with increased 5′ external transcribed spacers (5′ ETS) or 3′ ends of 5.8S precursors (30). In human, both DIS-3 and RRP6 are involved in the 3′-end maturation and 5′ ETS removal of 5.8S rRNAs (31). In *Arabidopsis*, the disruption of Exo9 or downregulating Rrp44(DIS-3) lead to the accumulation of 5′ ETS and 5.8S rRNA precursors with untrimmed 3′ ends as well (32).

Our previous work showed that erroneous ribosomal RNAs promoted the generation of risiRNAs (14). Additionally, when the cytoplasm-localized 3′-5′ exoribonuclease DISL-2 was mutated, both risiRNAs and 3′ ends-oligouridylated 26S rRNAs increased (5). Here, we deep sequenced both total small RNAs and NRDE-3-associatd siRNAs and compared the distribution of risiRNAs along the rDNA locus between the exosome *(dis-3, exos-1* and *exos-10)*, *disl-2* and *rrp-8* mutants. 

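The rDNA unit lies on chromosome I of WBcel235, where the Ensembl annotation places 18S genes rrn-1.1 at 15062083 to 15063836 and rrn-1.2 at 15069280 to 15071033, the 5.8S gene rrn-2.1 at 15064301 to 15064453 and the 26S gene rrn-3.1 at 15064838 to 15068346, all on the plus strand. Shares were computed among the antisense reads on 18S, 5.8S and 26S rRNA; the transcribed spacers and the disl-2 and rrp-8 libraries were not analysed here. In total small RNA, 26S rRNA held 84.6% of these reads in dis-3(ust56) (95% Wilson interval 80.3 to 88.2, of 319 reads) and 94.6% in exos-1(ust57) (91.0 to 96.8, of 241). The 26S share was 82.9% in eri-1(mg366);dis-3(ust56) (78.6 to 86.4), 80.1% in eri-1(mg366);exos-1(ust57) (74.3 to 84.8) and 94.9% in eri-1(mg366);exos-10(ok2269) (92.0 to 96.8). No 5.8S read was found among the 241 reads of exos-1(ust57), where the floor of 3 reads is a share of 1.24%. The 95% Wilson interval of that 5.8S share reached 1.57%. Among NRDE-3-associated reads, the 26S share was 74.6% in the control (73.3 to 75.8), 80.1% in dis-3(ust56) (79.6 to 80.6), 92.2% in the library labelled exos-1(ust57) (91.9 to 92.4) and 93.4% in exos-10(ok2269) (93.4 to 93.5). The 5.8S share was 0.219% in the control and 0.303% in dis-3(ust56), against 3.07% in the library labelled exos-1(ust57), 5.03% in exos-10(ok2269) and 6.45% in dis-3(ust56);rrf-1;rrf-2. These shares split the NRDE-3 libraries as their sense protein-coding reads do, so genotype and library cannot be told apart there. Counting 5S as well lowered the 26S share of eri-1(mg366);exos-1(ust57) to 64.8%.

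**Figure D2:**
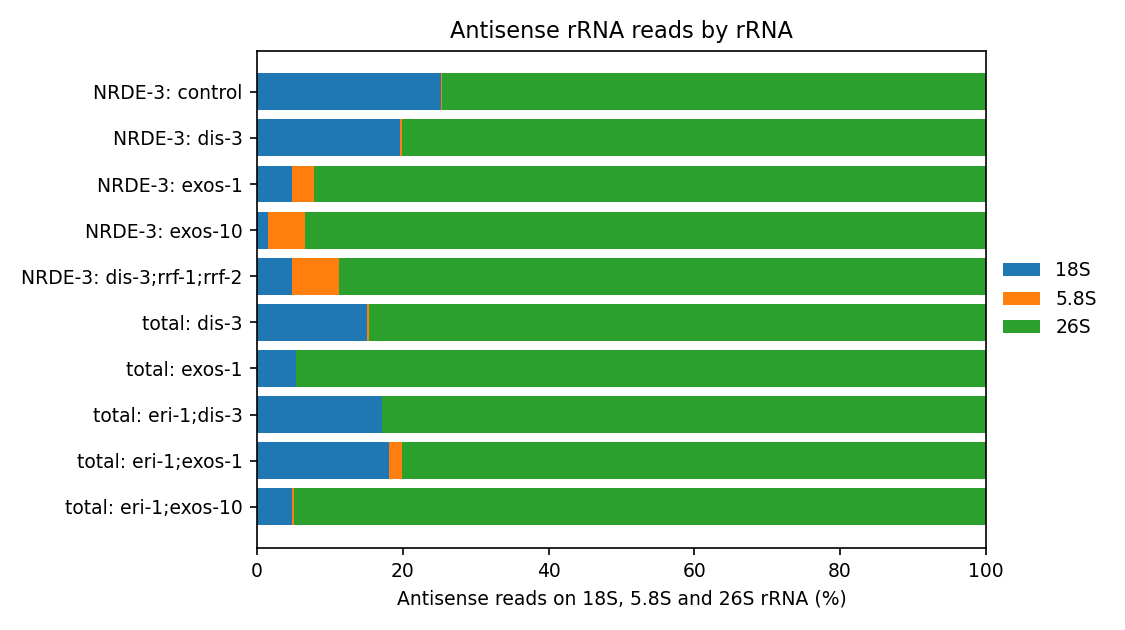
Percentage of antisense reads on 18S, 5.8S and 26S rRNA that fell on each, in the 5 NRDE-3 libraries and the 5 total small RNA libraries of exosome mutants with intact rrf-1 and rrf-2. Each bar is 1 library and sums to 100; the 26S share ranges from 74.6% in the NRDE-3 control to 94.9% in total small RNA of eri-1;exos-10.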

RRP-8 is responsible for the m1A modification at the A674 site of 26S rRNAs and its loss results in risiRNA accumulation (14). In *disl-2* mutant, 65% of the risiRNAs mapped to 26S rRNA region (Figure 3A-B). Yet in the *dis-3(ust56)* and *exos-1(ust57)* animals, a large fraction of risiRNAs mapped to the internal transcribed spacers (ITS1 or ITS2) region. In *eri-1;rrp-8* mutant, 90% of the NRDE-3-associated risiRNAs mapped to 26S rRNA region (Figure 3C and D). Yet in the *eri-1;dis-3* and *eri-1;exos-1* mutant, a large fraction of NRDE-3-associated risiRNAs mapped to the internal transcribed spacers (ITS1 or ITS2) region as well. This data is consistent with the characteristics of the aberrant rRNA intermediates produced during the rRNA processing and maturation steps in the designated mutants. Yet how erroneous rRNAs or intermediates are transported from the nucleoli to the cytoplasm for the RdRP-mediated risiRNA synthesis remains to be uncovered.

**Figure 3.**
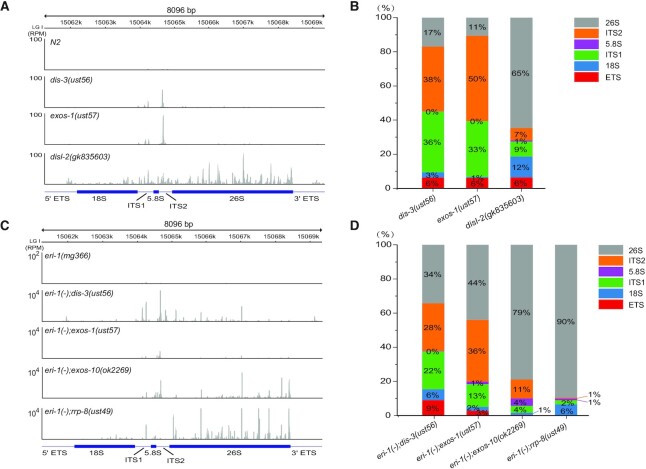
risiRNAs were derived from the untrimmed parts of erroneous rRNAs in exosome mutants. (**A**) An overview of the risiRNA distribution in total small RNA deep sequencing data from the indicated animals, as shown by IGV. (**B**) The proportion of risiRNAs derived from different regions of rDNA loci according to the total small RNA deep sequencing data. (**C**) An overview of the risiRNA distribution of NRDE-3-associated siRNA deep sequencing data from the indicated animals. (**D**) The proportion of risiRNAs derived from different regions of rDNA loci according to the NRDE-3-associated siRNA deep sequencing data.

### risiRNAs direct the association of NRDE proteins with pre-rRNAs

We investigated the molecular mechanism of nucleolar RNAi. First, we fed wild-type animals with exogenous dsRNA targeting 18S rRNA and observed the downregulation of both pre-rRNAs and mature rRNAs (Figure 4A–C), which is consistent with previous report (5). Then we performed an RNA immunoprecipitation (RIP) assay to test whether risiRNAs guide NRDE complex to pre-rRNAs. We fed animals with dsRNAs targeting an mRNA *lin-15b* or dsRNAs targeting 18S rRNAs. NRDE-2 and NRDE-3 were immunoprecipitated and the associated RNAs were quantified by quantitative real time PCR. RNAi targeting *lin-15b* triggered NRDE proteins to *lin-15b* pre-mRNA and RNAi targeting 18S rRNA specifically induced the association of NRDE-2/3 with pre-rRNAs (Figure 4D and E).

**Figure 4.**
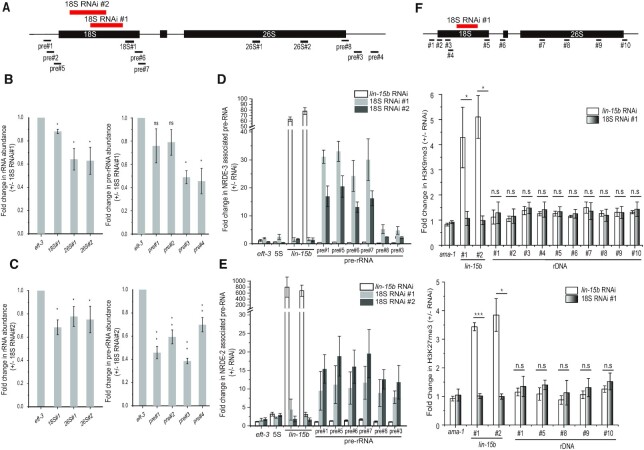
risiRNAs induced an association of NRDE proteins with pre-rRNAs. (**A**) Schematic of the rDNA transcription unit and real-time PCR primers. The two thick red bars indicate the dsRNA segments targeting 18S rRNAs. (**B**, **C**) Expression levels of rRNAs and pre-rRNAs quantified by real-time PCR after exogenous RNAi targeting 18S rRNA. (**D**, **E**) Relative amount of NRDE protein-bound pre-rRNAs by immunoprecipitating NRDE proteins followed by quantitative real time PCR of the associated RNAs. *lin-15b* is a protein coding gene, which is used as a positive control for RIP experiments. (**F**) ChIP analysis of rDNA loci upon treatment of RNAi targeting the *lin-15b* gene or 18S rRNA. Trimethylation of H3K9 and H3K27 were measured. Data are presented as mean ± s.d.; *n* = 3; *P < 0.05, **P < 0.01, ***P < 0.001, n.s., not significant.

Then we tested whether risiRNAs were able to induce histone modifications at rDNA loci. Small interfering RNAs have been shown to guide the NRDE complex to targeted pre-mRNAs, induce H3K9, H3K23 and H3K27 trimethylation at the corresponding genomic loci, inhibit RNAP II-mediated transcription elongation, and silence gene expression in the nucleus in *C. elegans* (18,19,33,34). To determine whether risiRNAs similarly induce histone modifications at the rDNA loci, we conducted ChIP assays with anti-H3K9me3 and anti-H3K27me3 antibodies. However, we failed to detect a significant change of the levels in H3K9 and H3K27 trimethylation at the rDNA loci in the presence of risiRNAs (Figure 4F). As a positive control, dsRNAs targeting the *lin-15b* gene, encoding an RNAP II transcript, induced both H3K9 and H3K27 trimethylation, as reported previously (19,33).

### risiRNAs inhibit RNA polymerase I-directed transcription

To determine whether risiRNA-guided nucleolar RNAi silences rRNAs by inhibiting RNAP I-directed transcription elongation, we generated GFP- and mCherry-tagged RPOA-2 transgene *in situ* by CRISPR/Cas9 technology. RPOA-2 is the core subunit of RNAP I and contributes to the polymerase activity (35). Knocking down RPOA-2 by RNAi caused sterility in the animals, suggesting that RPOA-2 played essential roles (Supplementary Figure S4A). RPOA-2 was enriched in the nucleoli and colocalized with the nucleoli marker FIB-1 (Supplementary Figure S4B and C), a finding that was consist with their functions in rRNA transcription. In 1- to 8-cell embryos, in which rDNA is not actively transcribed, FIB-1 foci was absent and RPOA-2 was evenly distributed in the nucleus without significant nucleolar enrichment (Supplementary Figures S4D and S5A). Actinomycin D is able to block the transcriptional of both RNAP I and RNAP II (36). Actinomycin D treatment did not substantially change the expression levels and subcellular location of RPOA-2 and FIB-1 (Supplementary Figure S5A–C). Similarly, actinomycin D treatment did not change the subcellular localization of NRDE-3 and EXOS-10 (Supplementary Figure S6A and B). These data suggested that actinomycin D treatment did not significantly change the nucleolar structure and risiRNA expression. Western blotting also showed that the addition of actinomycin D did not significantly change the protein level of GFP::RPOA-2 (Supplementary Figure S6C).

To investigate the mechanism of nucleolar RNAi, we first tested a number of dsRNA clones targeting different rRNA sequences and found that dsRNA clones targeting 18S #1 and #2 were most effectively to induce the colocalization of NRDE-2 with RPOA-2 in the nucleoli (Figure 5A and B). However, feeding RNAi targeting 18S rRNA #1 and #2 did not significantly alter the brood size of animals (Supplementary Figure S7A). In *dis-3* and *disl-2* mutants, NRDE-2 also enriched in nucleoli and colocalized with RPOA-2 (Figure 5C), suggesting that both endogenous and exogenous source-derived risiRNAs may use a similar NRDE-dependent mechanism to silence rRNAs.

**Figure 5.**
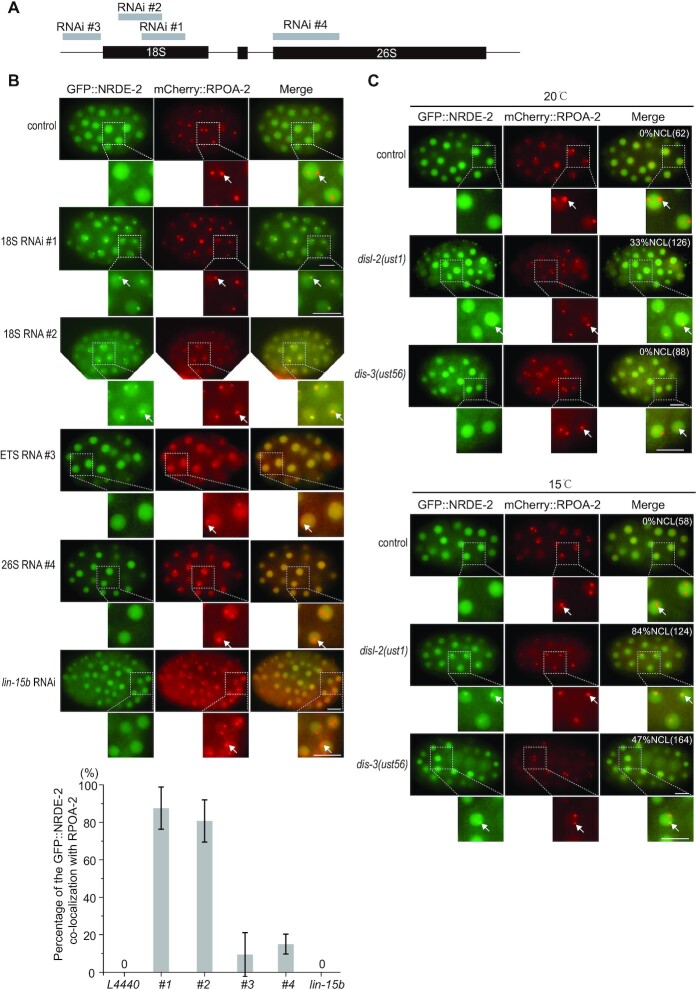
risiRNAs induced a nucleolar accumulation of NRDE-2. (**A**) Schematic of the dsRNAs targeting different regions of rDNA. (**B**) (top panel) Images of *C. elegans* embryos expressing GFP::NRDE-2 (green) and mCherry::RPOA-2 (red) after animals were fed with indicated dsRNA clones. *lin-15b* is a protein coding gene, which is used as a negative control. Scale bars, 10 μm. (botton panel) The percentage of embryos showing the colocalization of NRDE-2 with RPOA-2 were quantified. (**C**) Images of *C. elegans* embryos expressing GFP::NRDE-2 (green) and mCherry::RPOA-2 (red) in indicated animals grown at 20 and 15°C respectively. For the nucleolar NRDE-2 foci in embryos at 15°C in *disl-2* and *dis-3* mutants, worms were cultured at 15°C from L3 stage to adult stage, then embryos were photographed. Numbers indicate the percentages of the animals with nucleolar-enriched NRDE-2 in embryos (%NCL). The number of scored animals is indicated in parentheses.

To determine how risiRNAs silence rRNA expression, we firstly assayed whether the GFP::RPOA-2 could recapitulate the function of endogenous proteins by ChIP assay. ChIP assay revealed that GFP::RPOA-2 could specifically bind to 18S, 5.8S and 26S rDNA, but not to 5S rDNA, which is consistent with the function of RNAP I in rRNA transcription (Supplementary Figure S7B). When animals were treated with actinomycin D, RPOA-2 paused at the 5′-end of the rRNA transcription unit and failed to elongate toward the 3′-end (Figure 6A), suggesting that the GFP::RPOA-2 fusion protein recapitulated the function of endogenous proteins.

**Figure 6.**
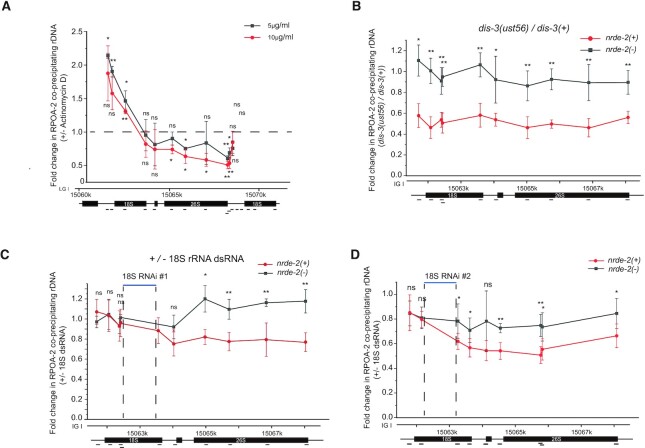
risiRNAs directed a NRDE-dependent inhibition of RNAP I transcription. (**A**) ChIP assay of RPOA-2 occupancy upon actinomycin D treatment. Fold changes were normalized to 1% input first, and then compared to the no-drug treatment group. Mean ± s.d.; *n* = 4; *P< 0.05 and **P < 0.01. (**B**) Results of the ChIP assay of RPOA-2 occupancy in the indicated animals. The enrichment of each sample was first normalized to 1% input. And then fold changes were calculated by dividing the enrichment of *dis-3(ust56)* mutants by the number of control animals. Statistics were performed by comparing the data from the *nrde-2(+)* and *nrde-2(–)* animals. mean ± s.d.; *n* = 4; *P< 0.05, **P < 0.01. (**C**, **D**) RPOA-2 occupancy along the rDNA unit was quantified by ChIP-qPCR upon RNAi targeting of 18S rRNA regions to indicated animals. The 18S RNAi #1 and #2 targeting region on the rDNA locis were shown in Figure 4A. Statistics were performed by comparing the data obtained for the *nrde-2(+)* and *nrde-2(–)* animals; mean ± s.d.; *n* = 5; *P < 0.05 and ** *P* < 0.01.

We then investigated whether risiRNAs silences rRNA expression by inhibiting RNAP I transcription elongation. We quantified GFP::RPOA-2 occupancy by ChIP assay of the control animals, *dis-3* mutants, and animals being treated with RNAi targeting a fragment of 18S rRNAs. In *dis-3(ust56)* mutants, GFP::RPOA-2-associated rDNA was pronouncedly decreased, a phenomenon depending on the nuclear RNAi factor NRDE-2 (Figure 6B). In the absence of *nrde-2*, no change in RPOA-2 occupancy was observed. The mutation of *dis-3* or *nrde-2* did not significantly change the protein levels of GFP::RPOA-2 (Supplementary Figure S6D). Treating animals with exogenous dsRNA targeting a protein coding gene *oma-1* had no significant effect on RPOA-2 occupancy along the rRNA locus (Supplementary Figure S7C). Although treating animals with exogenous dsRNA targeting 18S rRNA had no significant effect on RPOA-2 occupancy near the site of transcription initiation and upstream of the RNAi-targeted site (Figure 6C and D), we detected a decrease in RPOA-2 occupancy downstream of the RNAi-targeted region. In addition, in the absence of *nrde-2*, risiRNAs failed to reduce RPOA-2 occupancy downstream of the RNAi-targeted region. Similar inhibition on transcription elongation had been observed for RNA polymerase II transcripts during nuclear RNAi targeting protein coding genes (18). Feeding RNAi with 26S dsRNA clone #4 had no significant effect on RPOA-2 occupancy (Supplementary Figure S7D).

Taken together, these data suggest that risiRNAs, acting together with the NRDE machinery, silence nascent RNAP I transcripts during the elongation phase of transcription in *C. elegans*.

### The proper nucleolar localization of exosomes was important for risiRNA suppression

To further investigate the biological roles of the exosome complex in risiRNA production in *C. elegans*, we constructed fluorescent protein-tagged exosome subunits, including mCherry::DIS-3, GFP::EXOS-1, GFP::EXOS-2 and GFP::EXOS-10. These subunits are ubiquitously expressed in all of the cells and enriched in the nucleus (Supplementary Figure S8A–C). We also constructed mCherry- and GFP-tagged RRP-8, which exclusively localized in the nucleolus. We crossed GFP::EXOS-1 and GFP::EXOS-10 onto a mCherry::RRP-8 background, respectively, and found that EXOS-1 and EXOS-10 were enriched in nucleoli and colocalized with RRP-8 in somatic cells (Figure 7A and Supplementary Figure S9A). After crossing mCherry::DIS-3 with GFP::RRP-8 animals, we found that DIS-3 was enriched in the nucleoplasm but depleted from nucleoli (Figure 7B and Supplementary Figure S9B). Then we crossed GFP::EXOS-1 and GFP::EXOS-10 onto the *dis-3(ust56)* mutant. Surprisingly, EXOS-1 and EXOS-10 were depleted from the nucleoli but enriched in the nucleoplasm (Figure 7C). Similar phenomena were observed in human cells (37). Both feeding RNAi targeting 18S rRNA and mutation of *disl-2* did not induce the mislocalization of GFP::EXOS-10 from the nucleoli to nucleoplasm (Supplementary Figure S9C and D).

**Figure 7.**
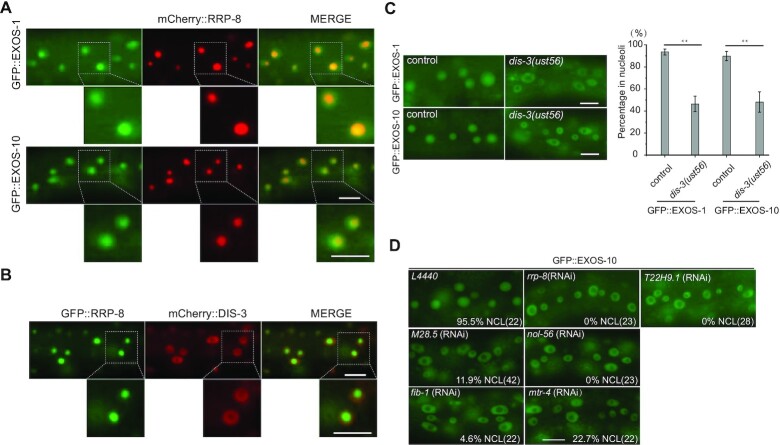
Candidate-based RNAi screening to search for factors that are required for the nucleolar localization of GFP::EXOS-10. (**A**) Images show somatic cells of L4 stage animals expressing GFP::EXOS-1 (green), GFP::EXOS-10 (green) and mCherry::RRP-8 (red). Scale bars, 10 μm. (**B**) Images show somatic cells of the L4 stage animals expressing GFP::RRP-8 (green) and mCherry::DIS-3 (red). Scale bars, 10 μm. (**C**) (left) Images of somatic cells of L4 stage animals. Scale bars, 10 μm. (right) Quantification of the nucleolar localization of GFP::EXOS-1 and GFP::EXOS-10. mean ± s.d.; *n* > 70 animals; **P < 0.01. (**D**) Images of somatic cells of L4 animals expressing GFP::EXOS-10 after being treated with RNAi targeting the indicated genes. Bleached embryos carrying exosome transgenes were grown on RNAi plates to L4 stage for photographing. The percentage of animals with nucleolar localized GFP::EXOS-10 is indicated (% NCL). The number of scored animals is indicated in parentheses. Scale bars, 10 μm. Animals were cultured at 20°C.

To demonstrate that the proper nucleolar localization of the exosome complex is important for risiRNA suppressing, we performed a candidate-based RNAi screening to search for rRNA processing factors that are required for the nucleolar localization of GFP::EXOS-10. We selected fifteen predicted rRNA processing factors and investigated whether knocking down these genes by RNAi could block the nucleolar accumulation of EXOS-10 (Supplementary Table S1). We found that knocking down *M28.5*, *nol-56*, *fib-1* and *mtr-4* by RNAi induced a dramatic depletion of EXOS-10 from the nucleoli (Figure 7D). Among the proteins encoded by these genes, RRP-8 and T22H9.1 are known SUSI proteins that are involved in the modification and processing of rRNAs (14). Knocking down *rrp-8* and *T22H9.1* by RNAi induced the depletion of GFP::EXOS-10 from the nucleoli (Figure 7D) and the increase of risiRNAs (14).

NOL-56 is an ortholog of human NOP56, which binds snoRNAs and facilitates box C/D ribonucleoprotein-guided methyltransferase activity (38). FIB-1 encodes the *C. elegans* ortholog of human fibrillarin and *Saccharomyces cerevisiae* Nop1p. FIB-1 has RNA binding and rRNA methyltransferase activities, which are essential for nucleologenesis (39). MTR-4 is an ortholog of human MTREX and has ATP-dependent RNA helicase activity (28). We deleted *fib-1*, *nol-56* and *mtr-4* by CRISPR/Cas9 technology (Supplementary Figure S10A). In the mutants, NRDE-3 redistributed from the cytoplasm to the nucleus in seam cells (Figure 8A). In addition, after knocking down these genes by RNAi, risiRNAs were modestly enriched, as shown by total small RNA deep sequencing (Figure 8B).

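Total small RNA was sequenced from eri-1(mg366) animals on fib-1, nol-56 or mtr-4 RNAi and on the empty vector L4440, with 1 library per condition. The sample labels give young adults, whereas the general methods give L3 animals for small RNA libraries. Between 12155042 and 17155933 reads per library were counted on transcripts, with a median of 13786100. Antisense reads on the targeted gene were 743-fold higher than in L4440 for fib-1 (682 to 811), 1048-fold for nol-56 (918 to 1202) and 3713-fold for mtr-4 (3192 to 4345). The risiRNA level was 9.74 RPM in L4440 (7.07 to 13.4, 37 reads) and 58.9 on fib-1 RNAi (52.3 to 66.3, 274 reads), a ratio of 6.05 (4.28 to 8.77, p = 2.65e-36 by the exact conditional binomial test, two-sided). On mtr-4 RNAi it was 29.7 (25.6 to 34.4), a ratio of 3.05 (2.13 to 4.47, p = 1.15e-11 by the exact test). On nol-56 RNAi it was 23.8 (20.1 to 28.2), a ratio of 2.44 (1.69 to 3.62, p = 2.95e-07 by the exact test). With sense miRNA reads as the denominator the nol-56 ratio was 1.40 and no longer past the threshold of 0.05 (p = 0.0732, exact test), and its p ranged from 5.81e-27 to that value over the alternatives. Percentiles of the rRNA genes among random lists were 98.4 for fib-1 with 3 genes, and 100 for nol-56 and 98.0 for mtr-4 with 1 gene each, where the medians of all genes were -0.81, -2.09 and -0.97. L4440 differed by more than 4-fold from all 3 knockdown libraries in sense reads of 585 protein-coding genes, and it is the only control. From these libraries, the paper states that risiRNAs were modestly enriched after knockdown of each gene.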

**Figure 8.**
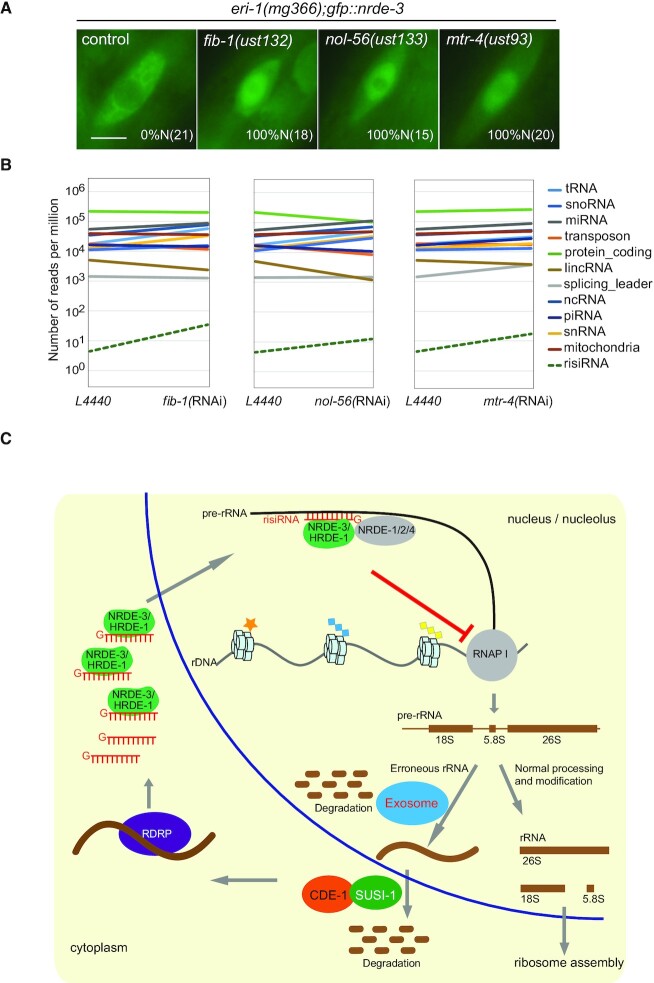
risiRNAs were enriched in the mutants of rRNA processing and maturation factors. (**A**) Images of seam cells from L2 stage animals. Numbers indicate the percentages of the animals with nuclear-enriched NRDE-3 in seam cells (%N). The number of scored animals is indicated in parentheses. Scale bars, 5 μm. (**B**) Results from the deep sequencing of total small RNAs from the indicated animals. (**C**) A working model of risiRNA biogenesis and function. The processes of ribosome biogenesis are very sophisticated in eukaryotic cells from the splicing events of pre-rRNAs to the final assemblage of ribosomes, during which errors could occur at any step. In the nucleoli and nucleus, an exoribonucleolytic multisubunits protein complex, the exosome, participates in rRNA processing and intermediates degradation. In the cytoplasm, erroneous rRNAs are uridylated at the 3′-ends by polyuridylating polymerase-I (named CDE-1 or PUP-1) and then degraded by the 3′ to 5′ exoribonuclease DISL-2. Deficiency of these two degradation systems results in the accumulation of erroneous uridylated rRNAs, which further recruit additional RNA-dependent RNA polymerases (RdRPs) to synthesize risiRNAs and initiate the nucleolar gene silencing cascade. risiRNAs associate with the nuclear Argonaute protein NRDE-3 in soma or HRDE-1 in the germline, bind to pre-rRNAs, and inhibit RNAP I transcription elongation. Therefore, by combining the RNA degradation system with nucleolar gene silencing machinery, cells surveil the quality of rRNAs and maintain the rRNA homeostasis.

To test the specificity of nucleolus localization of exosome components, we examined the nucleolar localization of RBD-1, FIB-1 and RRP-8 upon knockdown exosome components and factors identified in Figure 7. The change of nucleolar localization of the three proteins were not detectable (Supplementary Figure S11), suggesting that the integrity of nucleoli was maintained. The depletion of M28.5 might hinder FIB-1 assembly into the box C/D complex then cause an abnormal localization of FIB-1 proteins (Supplementary Figure S11B).

These data suggested that proper nucleolar localization of the exosome complex was important for the suppression of risiRNA production, and can be used as a tool to search for new *susi* genes. Yet a direct causative relationship between exosome mislocalization and risiRNA production remains to be determined.

## DISCUSSION

Eukaryotic cells express a multitude of small regulatory RNAs and antisense transcripts that are of unknown function (40). Small RNAs have been shown to induce endonucleolytic cleavage of target RNAs (slicer activity) or induce epigenetic modifications, including DNA and histone modifications (41). In *C. elegans*, the nuclear Argonaute protein NRDE-3 in soma (or HRDE-1 in the germline) lacks the residues required for slicer activity but inhibits RNAP II-mediated transcription elongation in the presence of siRNAs (18). Here, we showed that risiRNAs guide the NRDE complex to pre-rRNAs to inhibit RNAP I transcription (Figure 8C). Thus, our data suggest a mechanism for nucleolar RNAi: risiRNA-directed cotranscriptional silencing of RNAP I. NRDE-2 is a conserved protein, which is involved in the processing of pre-mRNAs in mammalian cells (42–44). It will be of interest to investigate whether risiRNAs and RNAP I are similarly linked in other metazoans (12).

We failed to detect significant change of H3K9 and H3K27 trimethylation at the rDNA locus in the presence of risiRNA. Small-RNA-guided chromatin modifications have been widely studied in many organisms. In *C. elegan*s, NRDE complex transports 22G RNAs from the cytoplasm to the nucleus, induces H3K9, H3K23 and H3K27 trimethylation and mediates transgenerational inheritance of RNAi (34,45). In this study, we found that the risiRNA/NRDE complex inhibits RNAP I transcription without significantly altering the status of H3K9 and H3K27 trimethylation of rDNA genes. However, it is unclear whether risiRNA-induced nucleolar RNAi is independent of H3K9 and H3K27 trimethylation or not. rDNA is a multicopy gene, approximately 50 copies in *C. elegans*, while only a proportion of the copies are actively transcribed in many organisms (46–49). The signal to noise for the rDNA loci by ChIP assay could potentially be worse than that for the single-copy protein coding genes if the histone modification changes only occurred at a few copies. In addition, each copy may not be equally affected by risiRNA-mediated nucleolar RNAi. In *S. cerevisiae*, actively transcribed rDNA genes are largely devoid of histone molecules and are organized in a specialized chromatin structure that binds the high-mobility group protein Hmo1 (50). Reducing the rDNA transcription efficiency upon the depletion of *dao-5* does not induce significant change of H3K9me3 modification at rDNA region in *C. elegans* (51), supporting the idea that inhibiting RNAP I transcription may not rely on prior H3K9 and H3K27 methylation. Further study to identify which types of histone modifications are engaged in rDNA silencing will facilitate the understanding of the mechanism and regulation of risiRNA-directed RNAP I inhibition.

Although the addition of external dsRNA and production of risiRNAs upon loss of exosome components exhibit sequence complementary to different regions of rRNAs, risiRNAs generated under two conditions are quite similar. Three lines of evidence cumulatively support the idea. First, both conditions elicited the nuclear and nucleolar accumulation of NRDE-2 and NRDE-3. Second, they induced NRDE-2 and NRDE-3 association with pre-rRNAs (Figures 4 and 5). Third, the majority of both types of NRDE-3-associated antisense risiRNAs were 22G RNAs and depended on RNA-dependent RNA polymerases. Therefore, although different rRNA errors may involve the risiRNA production machinery at distinct steps, they may use a similar NRDE-dependent pathway to silence pre-rRNAs.

We have tested a number of dsRNA clones to induce the nucleolar localization of NRDE-2 (Figure 5A and B). For unknown reasons, we found that only a few RNAi clones induced the strongest effect on nucleolar localization of the NRDE proteins. We selected RNAi clone to target a region of 26S rRNA and failed to detect a strong nucleolar accumulation of NRDE-2 (Figure 5A and B) and decrease of RPOA-2 (Supplementary Figure S7D). We do not know why some dsRNAs are more efficient to induce nuclear or nucleolar RNAi. It is possible that the high-order structure in distinct RNA regions may determine the amplification efficiency of secondary siRNAs by RNA-dependent RNA polymerases or affect the binding of siRNA/NRDE complex with nascent transcripts.

The translocation of exosome factors is very intriguing. We speculate that the exosome translocation may respond to the accumulation of erroneous rRNAs, but not directly requires or induces risiRNA production. The relocalization of EXOSC10 has been observed in human cells depleted for DIS3 (37) and been attributed to sequestration of nucleolar exosome factors to the nucleoplasm in cases where nucleoplasmic exosome activity is limiting. We tried hard but failed to directly sequester exosome components into distinct subnuclear compartments by tagging them with different localization signals. Therefore, we do not know whether exosome translocation *per se* is the cause or the outcome of risiRNA generation. However, in *disl-2* mutant, the subnuclear localization of exosome component EXOS-10 is unchanged (Supplementary Figure S9D). Yet in *disl-2* mutant, risiRNAs elevated (5). *DISL-2(SUSI-1)* is a cytoplasmic localized SUSI protein that degrades erroneous rRNA from 3′ to 5′ end. Therefore abnormal exosome function is not a common mechanism for increased risiRNA production in all *susi(-)* conditions.

The biological roles the nucleolar RNAi pathway is still unclear. We did find risiRNAs inhibit the expression of rRNAs, slow down the growth of animals and reduced the brood size (5,14). One possibility is that rRNA is so essential for organisms and its quality and quantity will be strictly scrutinized. When there is a genetic mutation that alter the quality and quantity of rRNAs, organism will find a way to quickly eliminate the mutants from the population, to keep the safety of the species, other than keep the poisonous mutation. Alternatively, this mechanism may be beneficial for animals to respond to certain environmental challenges.

The processing of ribosomal RNAs is extraordinarily complicated and defects may occur at every step from production to assembly and cause ribosomopathies (1,52). Multiple surveillance machineries, including the nuclear-localized RNA exosome complex and the cytoplasmic exoribonuclease DISL-2, degrade defective rRNAs (3,28,53,54). The deficiencies of surveillance machinery result in the accumulation of erroneous rRNAs that could be harmful for the cell metabolism. However, *C. elegans* utilizes a backup system, nucleolar RNAi, in which risiRNAs are produced to induce a nucleolar gene silencing by inhibiting RNAP I transcription. Therefore, these two systems act together to maintain rRNA homeostasis and prohibit the accumulation of erroneous rRNAs.

## DATA AVAILABILITY

All raw and normalized sequencing data have been deposited to Gene Expression Omnibus under submission number GSE165078.

## Supplementary Material

gkab662_Supplemental_File Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

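Small RNAs were sequenced from 17 libraries with 1 library per condition: 8 libraries of total small RNA from mutants and controls, 5 libraries of NRDE-3-associated small RNA and 4 libraries of total small RNA from animals on RNAi. The sample labels give 20°C for all of them. The labels give inserts of 18 to 40 nt where the paper gives 18 to 30 nt, and OP50 as the diet of the RNAi libraries where the paper's methods describe HT115 bacteria. Conditions were taken from the sample labels and the paper.

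Before deposit, reads were cleaned at the sequencing company, mapped by the authors to the genome and to the WS243 transcriptome with Bowtie2, and counted on each transcript with custom scripts. The authors deposited these counts, sense and antisense, without normalization. The files have no column names. The first count column was taken as sense because it holds at least 99.6% of the miRNA, piRNA and tRNA reads in each total small RNA library. In the NRDE-3 libraries it holds at least 94.8% of the miRNA and piRNA reads, but between 50.2% and 94.2% of the tRNA reads. Empty count cells, at most 3 per library, were read as 0. Gene names were taken from the Ensembl release 115 annotation of WBcel235, which matched 44848 of 45506 gene IDs (98.6%).

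From the counts, risiRNAs were summed as antisense reads on the 5S, 5.8S, 18S and 26S rRNA genes and divided by the normalization number of the paper's methods, with the sum of reads on transcripts in place of the genome-mapped total. Levels of the other RNA classes count sense and antisense reads together, and antisense reads alone for protein-coding genes. Reads on identical rRNA copies are divided between the copies in the counts. The 13 comparisons of libraries used the exact conditional binomial test, two-sided, with 95% intervals and a threshold of 0.05. Levels and shares have 95% Wilson intervals. The test compares libraries and not conditions, and all intervals cover counting error only. The floor was 3 reads, which is between 0.441 and 20.6 RPM across the libraries. A ratio against a library at or under the floor was treated as a lower bound. Since no condition has a replicate, no p-value across genes was computed.

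The rRNA genes were described by the percentile of their median log2 ratio among 10000 random lists of the same size. Genes needed at least 10 antisense reads in either library, the pseudocount was 1 read, and each list member was drawn independently from the 200 genes nearest in mean antisense level, so that a list can hold a gene more than 1 time. The percentile counts the lists strictly below, and lists with the same median are not counted. Copies of an rRNA gene share reads and are not independent, so percentiles of lists with many copies can be too extreme. The computations used Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

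The test and the lists were tested on simulated data. The simulated counts were Poisson draws around a mean per gene common to both libraries, apart from the simulated fold. They held no other variation between libraries and no reads shared between genes. The results therefore describe the methods under that model and are not error rates for these libraries. The test called 200 of 200 genes changed 4-fold and 44 of 1000 unchanged genes, and 194 of 200 intervals held the simulated fold. With 20 genes per list, 20 of 20 lists of changed genes lay at or above percentile 97.5, and 191 of 200 lists of unchanged genes lay between percentiles 2.5 and 97.5. With 3 genes per list, these numbers were 197 of 200 and 198 of 200. With 1 gene per list, they were 68 of 200 and 190 of 200, so a list of 1 gene often misses a change of 4-fold. The lists in total small RNA held 1 to 3 rRNA genes and those in NRDE-3 held 19. The small lists were simulated after the results were seen.

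Over the 13 comparisons, 7 planned settings and 1 added setting gave 104 alternative ratios. There were also 39 alternative list percentiles, 13 of them added, 22 alternative shares, 17 alternative levels and 3 for the RNAi targets. The added settings, chosen after the values were seen, were a normalization number also without tRNA and antisense ncRNA reads and an rRNA list without 5S genes. Explanations were examined with 20 tests.

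The genes named by a rule set before the data were examined are all rRNA genes, the genes mutated, tagged or knocked down in the sequenced strains, and up to 3 other genes per comparison with the largest rise and 3 with the largest fall in RPM of antisense reads, among those with at least 100 antisense reads in either library. They were first ranked by log2 ratio and then, as the rule is worded, by the difference in RPM. The genes skih-2, sdc-2 and clec-72 were picked out after their values were seen, though clec-72 also meets the rule. The reads of exos-10 were not analysed here, nor were the transcribed spacers, the disl-2 and rrp-8 libraries and the lengths and first bases of reads.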

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

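All tests in this part were chosen after the results were seen. Every condition has 1 library, so variation between single libraries remains as an explanation of each pattern.

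Antisense reads on snRNA, snoRNA and spliced leader genes, which the paper does not report apart from sense reads, were above the control in 28 of 33 class and library pairs by the 95% interval of the ratio. For snRNA, the levels in RPM were 285 in dis-3(ust56) and 489 in exos-1(ust57) against 11.3 in N2, and 174 in eri-1(mg366);dis-3(ust56), 729 in eri-1(mg366);exos-1(ust57) and 868 in eri-1(mg366);exos-10(ok2269) against 22.0 in eri-1(mg366). In the same order of mutants, snoRNA antisense reads were 2528 and 4536 against 1394, and 5490, 4822 and 8735 against 1729. Spliced leader antisense reads were 539 and 1286 against 255, and 449, 1169 and 1065 against 116. In the NRDE-3 libraries of dis-3(ust56), the library labelled exos-1(ust57) and exos-10(ok2269), snRNA antisense reads were 1132, 2230 and 4767 against 182 in the control, snoRNA reads 14684, 14709 and 17074 against 2993, and spliced leader reads 3081, 1508 and 995 against 122. On mtr-4 RNAi, the levels were 478 for snRNA against 65.0 in L4440, 5227 for snoRNA against 2997 and 860 for spliced leader against 335. On nol-56 RNAi only snoRNA was higher, at 5525. For the 3 classes together, the nol-56 ratio was 1.74, but 0.512 without genes that overlap a gene on the opposite strand, 0.453 without the 5 genes with the most antisense reads and 0.795 per sense read, so the rise there depends on a few genes and on sense reads. The same ratios were 2.51, 3.41 and 1.87 on mtr-4 RNAi. Of the 5 other pairs, 4 were lower than L4440 by the same interval: on fib-1 RNAi snRNA at 50.1 RPM, a ratio of 0.770 (0.641 to 0.925), snoRNA at 2425, 0.809 (0.788 to 0.831), and spliced leader at 249, 0.744 (0.687 to 0.807), and on nol-56 RNAi snRNA at 54.0, 0.831 (0.700 to 0.986). Spliced leader on nol-56 RNAi was neither higher nor lower, with a ratio of 1.00 (0.931 to 1.07). Whether mtr-4 RNAi differs from the other knockdowns was not tested.

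For the 3 classes together, technical explanations were examined over the 8 comparisons of exosome mutants with controls. Without genes that overlap a gene on the opposite strand, 8 of 8 rose over 1.5-fold, and without the 5 genes with the most antisense reads 8 of 8 did. Antisense per sense read also rose over 1.5-fold in 8 of 8, against sense reads written to the wrong strand at an unchanged rate. The sense column held a smaller share of miRNA reads in each mutant than in its control. A rate of strand errors that differs between libraries is thus not excluded. Under each denominator at least 7 of 8 rose over 1.5-fold. The comparisons that fell below 1.5-fold under some denominator were dis-3(ust56) against N2 (lowest 1.22), the NRDE-3 library labelled exos-1(ust57) (1.48) and the NRDE-3 library of dis-3(ust56) (0.753, a fall). Loss of rrf-1 and rrf-2 gave ratios in total small RNA of 0.451 for snRNA, 0.688 for snoRNA and 0.953 (0.890 to 1.02) for spliced leader, and in NRDE-3 of 2.73, 1.72 and 0.104, so the direction differs between classes and between library types. By class, all 24 ratios of exosome mutants to controls were above 1 with intervals clear of 1, but they share 3 control libraries.

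Variation between libraries was examined by setting the 5 exosome mutants of total small RNA with intact rrf-1 and rrf-2 against the 6 total small RNA libraries without an exosome mutation, 4 of which are RNAi libraries labelled young adults. The groups overlapped in all 3 classes: the lowest mutant was 0.363 times the highest of these libraries for snRNA, 0.523 times for spliced leader and 0.458 times for snoRNA. The highest was mtr-4 RNAi for snRNA and spliced leader and nol-56 RNAi for snoRNA. Leaving out mtr-4 RNAi, a choice made after its values were seen, gave 2.67 for snRNA (174 to 868 RPM against 11.3 to 65.0), 1.34 for spliced leader (449 to 1286 against 116 to 335) and 0.458 for snoRNA (2528 to 8735 against 1394 to 5525). Even so, with sense miRNA reads as the denominator the snRNA and spliced leader values were 0.758 and 0.380. Under the other denominators, also without mtr-4 RNAi, they were 2.67 to 12.3 and 1.21 to 2.52. The snoRNA value was 1.17 with all mapped reads and 1.28 with antisense protein-coding reads, but 0.217 to 0.835 under the rest. Whether the groups are apart thus depends on where mtr-4 RNAi is placed and on the denominator. A candidate explanation is that exosome loss also gives rise to small RNAs antisense to other structural RNAs. The paper names Mtr4 as an exosome cofactor in yeast, so mtr-4 RNAi is not a plain background library for this comparison. For snRNA, the ratios to the control were 6.23 to 43.2 over the 8 comparisons of exosome mutants. With 1 library per condition and the overlap under sense miRNA reads, the rise still cannot be told apart from variation between libraries.

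Antisense 5S reads, which the paper does not report separately, were at 2052 RPM in the NRDE-3 library labelled exos-1(ust57), 11731 in exos-10(ok2269) and 1194 in dis-3(ust56);rrf-1;rrf-2, against 217 in the control and 281 in dis-3(ust56). The lowest fold over the control for the exos libraries was 2.50 over all denominators, so the normalization number alone does not account for it. The rrf-1;rrf-2 library was 4.25 times the higher of the control and dis-3 libraries, as the division of the 5 NRDE-3 libraries in sense protein-coding reads would also give, and the rise cannot be told apart from that division. In total small RNA, 5S antisense reads numbered 26 in exos-1(ust57) against 7 in N2, and 52 in eri-1(mg366);exos-1(ust57) against 3 in eri-1(mg366), but 1 in eri-1(mg366);exos-10(ok2269).

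The effect of an allele on RPM of an RNA class went in opposite directions in N2 and eri-1(mg366) for 6 of 12 classes with dis-3(ust56) and 7 of 12 with exos-1(ust57), about what directions drawn by chance give. The differences were not tested. With dis-3(ust56), the ratios to control in N2 and in eri-1(mg366) were 0.605 and 1.86 for tRNA, 0.882 and 1.23 for snoRNA, 1.65 and 0.872 for miRNA, 1.06 and 0.484 for lincRNA, 0.773 and 3.37 for spliced leader, and 0.838 and 1.35 for ncRNA. With exos-1(ust57), they were 0.850 and 3.42 for tRNA, 1.49 and 0.922 for snoRNA, 1.01 and 0.482 for miRNA, 1.24 and 0.513 for protein-coding, 1.24 and 0.596 for lincRNA, 0.977 and 1.86 for ncRNA, and 1.02 and 0.307 for mitochondria. The normalization number was examined with 6 denominators, leaving out for miRNA and protein-coding the one made of the same class. The directions of tRNA stayed opposite with both alleles under 6 of 6. Of the other 11 pairs of class and allele, 2 stayed opposite under 6 of 6, spliced leader with dis-3(ust56) and ncRNA with exos-1(ust57), and 9 went the same way under at least 1 denominator. With all mapped reads 5 of these 9 did: with dis-3(ust56), snoRNA (1.08 and 1.21) and ncRNA (1.03 and 1.33), and with exos-1(ust57), snoRNA (1.22 and 1.33), miRNA (0.831 and 0.698) and mitochondria (0.834 and 0.444). For those 9 pairs the opposite directions depend on the denominator. No biological explanation was tested. The 2 backgrounds also differ in more than the eri-1 label: sense nrde-3 reads per 1000000 sense protein-coding reads were 38.6 to 50.2 in the 3 libraries without eri-1(mg366) and 715 to 849 in the 5 total small RNA libraries of mutants and controls with it. A transgene as the source of these reads was not tested.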

How the results depend on the processing

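No paired analysis was possible because each condition has 1 library. The alternatives were set before the data were examined, apart from the 2 named here as added afterwards.

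All 13 risiRNA ratios kept their direction under the 104 alternatives, and 103 stayed on the same side of the threshold. The exception was nol-56 RNAi against L4440 with sense miRNA reads as the denominator, at 1.40 (p = 0.0732, exact test). Its p by that test ran from 5.81e-27 to 0.0732 over the alternatives. The ratio was lower there because miRNA reads were higher on nol-56 RNAi, at 214494 RPM against 122838 in L4440. Why miRNA reads were higher was not tested. The ratios ranged from 8.58 to 20.0 for dis-3(ust56) against N2, 9.42 to 17.3 for exos-1(ust57) against N2, 57.2 to 101.0 for eri-1;dis-3, 27.4 to 56.8 for eri-1;exos-1, 66.8 to 182 for eri-1;exos-10, 4.86 to 8.37 for fib-1 RNAi and 2.56 to 4.05 for mtr-4 RNAi. Against eri-1(mg366), the values without 5S or with 1 copy per rRNA are lower bounds, among them the 182. The upper ends of the eri-1 ranges are therefore not upper limits. In the NRDE-3 libraries the ranges were wider: 6.48 to 412 for dis-3, 1.65 to 63.3 for the library labelled exos-1 and 17.5 to 804 for exos-10. Loss of rrf-1 and rrf-2 gave 0.0683 to 0.0861 in total small RNA and 0.0241 to 0.103 in NRDE-3. The setting added afterwards, a normalization number also without tRNA and antisense ncRNA reads, gave 10.8 for dis-3(ust56) against N2. The alternative over the whole rDNA unit was not run. The 3 target ratios of RNAi kept their direction and side of the threshold.

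With all mapped reads as the denominator, 15 of 17 risiRNA levels left their interval. They were 41.8 in dis-3, 23.1 in exos-1, 44.9 in eri-1;dis-3, 3.32 with rrf-1;rrf-2 lost, 31.1 in eri-1;exos-1, 52.4 in eri-1;exos-10, 3.04 in L4440, 20.7 on fib-1 RNAi, 12.3 on mtr-4 RNAi and 7.81 on nol-56 RNAi. In NRDE-3 they were 510 in the control, 3308 in dis-3, 7162 in the library labelled exos-1, 65914 in exos-10 and 340 with rrf-1;rrf-2 lost, which reverses the order of the last and the control.

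The 26S share moved in 14 of 22 alternatives. With 5S included it was 85.4% in total exos-1, 64.8% in eri-1;exos-1, and in NRDE-3 69.9% in the control, 83.4% in the library labelled exos-1, 88.2% in exos-10 and 68.7% with rrf-1;rrf-2 lost. With 1 copy per rRNA it was 90.9% in total dis-3, 90.1% in eri-1;dis-3, 85.1% in eri-1;exos-1, and in NRDE-3 85.0% in the control, 88.5% in dis-3, 94.3% in the library labelled exos-1, 94.2% in exos-10 and 90.9% with rrf-1;rrf-2 lost.

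Apart from ties between lists, causes were not examined for the percentile among random lists, which moved in 17 of 39 alternatives. With genes of at least 1 antisense read it was 98.2 for dis-3 against N2, 0 for exos-1 against N2 (where 96.8% of the lists had the same median as the rRNA genes, so the list is not placed), 95.4 for eri-1;dis-3, 0 with rrf-1;rrf-2 lost, 99.5 for eri-1;exos-1, 99.1 for eri-1;exos-10, 0.1 for NRDE-3 dis-3, 99.1 for the NRDE-3 library labelled exos-1, 97.2 for fib-1, 99.8 for nol-56 and 96.7 for mtr-4. In that setting, all lists not below the rRNA genes were tied with them in several comparisons. These ties were 1.8% of the lists for dis-3 against N2, 4.6% for eri-1;dis-3, 0.46% for eri-1;exos-1 and 0.93% for eri-1;exos-10. They were 2.83% for fib-1, 0.24% for nol-56 and 3.34% for mtr-4. The percentiles under 100 there come from ties and not from lists above. A pseudocount of 0.1 read gave a percentile of 5.29 for NRDE-3 dis-3 and 96.3 for fib-1. Without the 5S genes, added after the values were seen, it was 99.9 for NRDE-3 dis-3, 0 with rrf-1;rrf-2 lost, 46.0 for the library labelled exos-1 and 97.7 for exos-10. In NRDE-3 the main percentiles, 7.43 for dis-3 and 100 with rrf-1;rrf-2 lost, were on the side opposite to the ratios.

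Depth limits the total small RNA controls most. The eri-1 library has 4 antisense rRNA reads, so ratios against it without 5S or with 1 copy per rRNA are lower bounds, and lists there hold 3 rRNA genes or fewer.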

Differences from the paper's values

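The paper's values here were read by eye from its figures, with the values from the counts already known, and classes whose lines overlap were left out. Classes of ncRNA and snoRNA were at first left out and were then added where readable. Alternatives mentioned are those set before the data were examined.

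For NRDE-3-associated small RNA, the risiRNA level of the control is about 500 RPM in the paper's Fig. 1D, against 3444 here; all mapped reads as the denominator gave 510. The ratio of dis-3 to the control is about 400 from the paper's Fig. 1D, against 49.3; sense miRNA reads as the denominator gave 412, and the other alternatives did not close the gap. The ratio of the library labelled exos-1 to the control is about 40 from the paper's Fig. 1D and Fig. 2D, against 6.25. That of exos-10 is about 420, against 60.7. None of the alternatives closed these gaps. The mutant levels were near the paper's: about 200000 in dis-3 against 169924, about 20000 in the library labelled exos-1 against 21537, and about 210000 in exos-10 against 208971. The gaps in these ratios thus come mostly from the control level. Whether the control library used here is the one plotted is not known.

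Class levels of the control also differ. In the paper's Fig. 1D they are about 35000 for miRNA, against 560468 here, about 7000 for transposon, against 13297, about 250000 for protein-coding, against 117439, about 1300 for lincRNA, against 2062, about 2000 for spliced leader, against 931, about 150000 for snRNA, against 34741, about 110000 for mitochondria, against 20464, about 54000 for ncRNA, against 193701, and about 170000 for snoRNA, against 37573. All mapped reads as the denominator closed none of these gaps. For dis-3(ust56), the paper's Fig. 1D has about 5100 for tRNA, against 9956, about 4600 for lincRNA, against 7068, and about 2000 for spliced leader, against 4982; all mapped reads did not close these gaps.

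For the RNAi libraries, the paper's Fig. 8B has risiRNA levels of about 4.5 in L4440, against 9.74, about 35 on fib-1 RNAi, against 58.9, about 12 on nol-56 RNAi, against 23.8, and about 17 on mtr-4 RNAi, against 29.7. With all mapped reads as the denominator the L4440 level was 3.04 and the mtr-4 level 12.3, within 1.5-fold of the paper's, and the fib-1 level 20.7 and the nol-56 level 7.81, still outside. For L4440, the paper's Fig. 8B has about 16000 for tRNA, against 38446, about 53000 for miRNA, against 122838, about 17000 for transposon, against 41009, about 210000 for protein-coding, against 482140, about 5100 for lincRNA, against 11703, about 1400 for spliced leader, against 3447, about 16000 for piRNA, against 36045, about 12000 for snRNA, against 28382, about 39000 for mitochondria, against 86173, about 34000 for ncRNA, against 121704, and about 11000 for snoRNA, against 28083. All mapped reads as the denominator closed all of these L4440 class gaps.

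In the paper's Fig. 1D, miRNA rises and mitochondria fall from the control to dis-3(ust56). Here miRNA fell from 560468 to 67513 RPM and mitochondria rose from 20464 to 31550 RPM. The snoRNA level rose here from 37573 to 107516 RPM, but no snoRNA level of dis-3(ust56) was read from the figure.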

Other observations

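Of the tests in this part, that of animal stage was chosen before its result was seen, and the others after.

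Antisense rRNA reads were set against sense rRNA reads, since reads written to the wrong strand at an unchanged rate would keep that proportion. Over the 8 comparisons of exosome mutants with controls, antisense reads per sense rRNA read rose at least 4.53-fold. Errors of strand at an unchanged rate thus do not account for the rise. However, the sense column held 99.9% of the miRNA reads in the NRDE-3 control and 99.4% in dis-3(ust56). It held 98.6% in the library labelled exos-1(ust57) and 98.1% in exos-10(ok2269). The test therefore cannot exclude a higher rate of strand errors in these mutant libraries.

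The class levels of the NRDE-3 control in the paper's Fig. 1D, divided by those from the counts, spread over 86.1-fold, which another normalization number cannot give. For L4440 in the paper's Fig. 8B the spread was 1.65-fold over 12 classes, where ncRNA had the lowest quotient, 0.279, and the median was 0.427. Another normalization number may account for the L4440 levels.

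Sense protein-coding reads divided the NRDE-3 libraries into control and dis-3(ust56) against the other 3. In 123 of 6107 genes the 2 sides differed by more than 4-fold, and the next pair of libraries separated 39 genes. This pair was noticed first, 10 pairs are too few for a test, and a fold of 4 was set after exploration, so chance cannot be told apart from a technical or biological division. The gene sdc-2, chosen after its values were seen, had 22494 and 62263 sense reads in the control and dis-3(ust56) libraries and 281, 340 and 726 in the others. Antisense clec-72 reads numbered 5577 and 5118 against 34, 13 and 3.

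L4440 stood apart from the 3 knockdown libraries in sense reads of 585 of 8179 protein-coding genes, against 7 for fib-1, 9 for mtr-4 and 158 for nol-56. Neither the msp genes of sperm nor the vit genes of yolk differed at least 4-fold in the same way, in 0 of 3 knockdown libraries, which goes against a large difference in stage. The L4440 total was within 1.09-fold of the nearest knockdown library, which goes against library size. Sense nrde-3 reads per 1000000 sense protein-coding reads also set L4440 apart, at 1109 against 192 on fib-1, 179 on mtr-4 and 160 on nol-56 RNAi. Other causes were not tested.

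In the mtr-4 RNAi library, antisense fib-1 reads were 3.97 times the L4440 level (3.61 to 4.36), and antisense skih-2 reads 46.1 times (38.4 to 55.9); both were chosen after their values were seen. Reads assigned from the fib-1 RNAi library would add sense fib-1 reads of only 10.0% of the L4440 level, and mtr-4 reads counted on skih-2 would add sense skih-2 reads of 11.9%, too few to be seen. Neither explanation can be told apart from an effect of mtr-4 RNAi.

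Of 7897 ncRNA genes, 380 overlap a tRNA or miRNA gene on the opposite strand. In total small RNA, these 380 genes held at least 64.6% of the antisense ncRNA reads in each library. In NRDE-3 they held 90.0% in the control and 58.3% in dis-3(ust56);rrf-1;rrf-2. Their share was 49.5% in dis-3(ust56), 40.9% in the library labelled exos-1(ust57) and 30.2% in exos-10(ok2269). In total small RNA, reads of tRNA and miRNA genes may account for most antisense ncRNA reads. The gene T09B4.14, an ncRNA, had the largest fall in RPM of antisense reads in the NRDE-3 comparisons of dis-3, the library labelled exos-1 and exos-10 with the control, from 44326 to 5839, 1259 and 1016. The largest rises there were those of clec-72 in dis-3, from 3943 to 35118 (although its reads fell from 5577 to 5118, and per 1000000 mapped reads it went from 584 to 684, so the rise in RPM comes mostly from the normalization number), cpt-4 in the library labelled exos-1, from 413 to 7741 (584 to 21827 reads), and srpr-2.2 in exos-10, from 506 to 15419 (716 to 45392 reads). Of the genes among the 3 largest rises, none recurred in more than 2 of the 8 exosome comparisons.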
